# USP1 modulates hepatocellular carcinoma progression via the Hippo/TAZ axis

**DOI:** 10.1038/s41419-023-05777-1

**Published:** 2023-04-12

**Authors:** Dongyi Liu, Quanhui Li, Yifeng Zang, Xin Li, Zhongbo Li, Peng Zhang, Chang Feng, Penghe Yang, Jiayao Cui, Yanan Sun, Tian Wei, Peng Su, Xin Zhao, Huijie Yang, Yinlu Ding

**Keywords:** Tumour biomarkers, Checkpoint signalling

## Abstract

Hepatocellular carcinoma (HCC) is one of the most lethal malignancies worldwide. The Hippo signaling pathway has emerged as a significant suppressive pathway for hepatocellular carcinogenesis. The core components of the Hippo pathway constitute a kinase cascade, which inhibits the functional activation of YAP/TAZ. Interestingly, the overactivation of YAP/TAZ is commonly observed in hepatocellular carcinoma, although the inhibitory kinase cascade of the Hippo pathway is still functional. Recent studies have indicated that the ubiquitin‒proteasome system also plays important roles in modulating Hippo signaling activity. Our DUB (deubiquitinase) siRNA screen showed that USP1 is a critical regulator of Hippo signaling activity. Analysis of TCGA data demonstrated that USP1 expression is elevated in HCC and associated with poor survival in HCC patients. RNA sequencing analysis revealed that USP1 depletion affects Hippo signaling activity in HCC cell lines. Mechanistic assays revealed that USP1 is required for Hippo/TAZ axis activity and HCC progression. USP1 interacted with the WW domain of TAZ, which subsequently enhanced TAZ stability by suppressing K11-linked polyubiquitination of TAZ. Our study identifies a novel mechanism linking USP1 and TAZ in regulating the Hippo pathway and one possible therapeutic target for HCC.

## Introduction

Hepatic cancer is one of the deadliest malignancies throughout the world, causing 900 thousand cases and 830 thousand deaths worldwide [1, 2]. Hepatocellular carcinoma accounts for 90% of hepatic cancers, and several factors, such as HCV infection and alcohol consumption, can give rise to the oncogenic process of HCC [3]. The detailed mechanism of HCC progression is still not clear, but it has been proven that several pathways are dysregulated in HCC, leading to malignant transformation of hepatocytes to hepatocellular carcinoma cells in humans [4]. Although several advances have been made in HCC therapy, the overall outcome of HCC is still unfavorable. It is necessary for basic studies to be performed to uncover novel therapeutic targets for HCC.

The Hippo pathway is evolutionally conserved and plays an essential role in suppressing hepatocyte proliferation and survival [5]. The key components of the Hippo pathway consist of serine/threonine protein kinases 4/3 (MST1/2), large tumor suppressor kinase (LATS), yes-associated protein (YAP) and WW domain-containing transcription regulator protein 1 (WWTR1; TAZ) [6]. Activation of the Hippo pathway leads to SAV1 binding to MST1/2, which facilitates MST activation. MST1/2 activation increases LATS1/2 phosphorylation and inactivates YAP/TAZ, since phosphorylated YAP/TAZ is sequestered in the cytosol for UPS (ubiquitin‒proteasome system)-mediated degradation [7]. Previous studies have established the link between dysregulation of the Hippo pathway and hepatocellular carcinogenesis [6]. For example, abnormal activation of YAP and TAZ was observed in HCC and was correlated with poor differentiation and shorter survival times in patients with HCC [8]. In addition, the functions of Hippo pathway components in controlling liver size and the oncogenic process of HCC have been extensively studied [9, 10]. For example, MST1/2 loss in Alb-Cre mice results in HCC formation, while both HCC and cholangiocarcinoma develop in NF2- or LATS1/2-deficient livers [11]. Collectively, these data indicate that abnormalities in the Hippo pathway could be the major driver of HCC; thus, targeting Hippo signaling could be a promising strategy for HCC clinical treatment.

However, the inhibitory phosphorylation cascade of the Hippo pathway is still functional in most HCC cases. Nevertheless, it is unclear why YAP/TAZ still overactivate transcription. Recent studies have revealed that several other types of posttranslational modifications, such as phosphorylation and ubiquitination, also impact YAP/TAZ function and Hippo signaling activity [7, 12]. According to the current knowledge, YAP/TAZ protein stability is tightly controlled by the balanced activity of several ubiquitin ligases and deubiquitinases [13–15]. Deubiquitinases, which cleave ubiquitin from substrates, mainly stabilize certain proteins and inhibit protein degradation. One possible strategy to reactivate the inhibitory function of Hippo signaling is to modulate the balance in polyubiquitination activity between E3 ubiquitin ligases and deubiquitinases in HCC. Based on this possibility, we performed a DUB siRNA screen and identified USP1 as the critical factor for Hippo signaling.

The USP1 (ubiquitin carboxyl-terminal hydrolase 1) gene was first reported in 1998, and the encoded protein contains approximately 785 amino acids [16]. The functional domain of USP1, which catalyzes the cleavage of ubiquitin from substrates, is located at the C-terminus [17]. USP1 was reported to participate in the DNA damage response [18] by facilitating the formation of DNA replication forks. In addition, USP1 was reported to promote cancer progression in models of several malignancies. For example, USP1 can stabilize the estrogen receptors and promote the growth of ER-positive breast cancer [19]. USP1 can stabilize the snail protein and induce chemotherapy resistance in platinum-resistant tumor models [20]. However, the molecular mechanism of USP1 in HCC remains elusive. Our siRNA screen revealed potential important roles of USP1 in Hippo/TAZ axis activity and HCC progression. USP1 facilitated TAZ function by inhibiting TAZ K11-linked polyubiquitination, which subsequently promoted HCC progression. Our study proposed a regulatory link between USP1 and the Hippo/TAZ axis and a promising target for treating HCC.

## Materials and methods

### Cell lines and cell culture

The human HCC cell lines HLF and Hep3B, as well as the human embryonic kidney cell line HEK293, were obtained from the American Type Cell Culture Collection (ATCC). All cell lines were cultured in DMEM (41965, Life Technologies) supplemented with 10% FBS (10270, Life Technologies) and 1% penicillin/streptomycin (C0222, Beyotime) at 37 °C in 5% CO2.

### Plasmids and siRNA transfection

The Myc-TAZ and TAZ deletion constructs and TEAD reporter plasmids were generated in our previous study [21]. The Flag-USP1 plasmids were a kind gift from Zhiguo Niu [19]. Transfection was performed using Lipofectamine 2000 (1662298, Invitrogen) according to the manufacturer’s instructions. The Lipofectamine RNAi MAX (Invitrogen 13778-075) transfection protocol was used for siRNA transfection after the cells were approximately 50% confluent. The small interfering RNAs (siRNAs; GenePharma) targeting USP1 with the following sequences were obtained. There were four sequences of USP1 siRNA used in this study: GUAUACUUCAGGUAUUAUAdTdT and UAUAAUACCUGAAGUAUACdTdT; CCAUACAAACAUUGGUAAAdTdT and UUUACCAAUGUUUGUAUGGdTdT. There were two negative control siRNA sequences: UUCUCCGAACGUGUCACGUTT and ACGUGACACGUUCGGAGAATT.

### Quantitative real-time PCR

Isolation of total RNA from cells was conducted according to the manufacturer’s instructions using TRIzol (A33250, Thermo), and reverse transcription was performed with HiScript II Q Select RT SuperMix (#R233-01, Vazyme). mRNA expression was measured with SYBR qPCR Master Mix (Q511-02, Vazyme) in an ABI Prism 7500 system. The primer sequences were as follows: TAZ 5′-CACCGTGTCCAATCACCAGTC-3′ (forward); 5′-TCCAACGCATCAACTTCAGGT-3′ (reverse). CTGF (CCN2): 5′-CAGCATGGACGTTCGTCTG-3′ (forward); 5′- AACCAC GGTTTGGTCCTTGG-3′ (reverse). CYR61 (CCN1): 5′-GGTCAA AGTTACCGGGCAGT-3′ (forward); 5′-GGAGGCATCGAATCCCAGC-3′ (reverse). USP1: 5′-GCTTTGCTGCTAGTGGTTTG-3′ (forward); 5′-GTTGGCTTTGTGCTCCATTC-3′ (reverse). 36B4: 5′-CGACCTGGAAGTCCAACTAC-3′ (forward); 5′-ATCTGCTGCATCTGCTTG-3′ (reverse). With the 36B4 as the control gene for normalization, analysis of the data was conducted using the 2-ΔΔCt method.

### Western blotting and coimmunoprecipitation assay

For Western blotting, cells were harvested and lysed with Western and IP Lysis Buffer (P0013J, Beyotime) containing protease and phosphatase inhibitors (Thermo). the Protein concentration was determined by Bradford protein assays. SDS-polyacrylamide gel electrophoresis (PAGE) was used to separate 20–30 µg of protein, and proteins were transferred to PVDF membranes (Millipore). The primary antibodies used were as follows: anti-USP1 (Cell Signaling Technology, Cat# 8033, 1:2000); anti-HA (Cell Signaling Technology, Cat# 3724, 1:2000); anti-Flag (Sigma–Aldrich, Cat# F9291, 1:2000); anti-TAZ (Abcam, ab224239, 1:2000); anti-Myc (Abcam, Ab9106, 1:1000); anti-Ki67 (Abcam, ab254123, 1:5000); anti-E-cadherin (Cell Signaling Technology, Cat# 4065, 1:5000); anti-N-cadherin (Proteintech, 22018-1-AP, 1:8000) and anti-β-actin (Sigma, A5441, 1:8000). PBST was used to wash the membranes three times before secondary antibodies were added (Beyotime, A0216, 1:5000 or Beyotime, A0208, 1:5000). ECL western blotting substrate was used to visualize the signals.

For coimmunoprecipitation assays, 500 µg of protein lysate was precleared with 20 ml Protein A + G Agarose (Beyotime, P2028) and rabbit IgG (Beyotime, A7016, 1:50) for 2 h at 4 °C, and immunoprecipitation was then performed with the indicated antibody for 4 h at 4 °C. As a negative control, either rabbit IgG (Beyotime, A7016, 1:50) or mouse IgG (Beyotime, A7028, 1:50) was used. Western blot analysis with the indicated antibodies was performed.

### Cell proliferation assay

A combination of 20 nM USP1 siRNA and 50 nM siControl was used to transfect HLF and Hep3B cells in 24-well plates. Twenty-four hours later, the cells were counted, and 4000 cells were seeded into 96-well plates. Then, the assays were performed as previously described [22].

### Clone formation assay

A combination of 20 nM USP1 siRNA and 50 nM siControl was used to transfect HLF and Hep3B cells in 24-well plates after 24 h. Trypsinized cells were plated at a low density (1000 cells per well) in a 6-well plate. of the cells were cultured for 2 weeks, during which the medium was refreshed every four days. Crystal violet was used to stain the colonies.

### Transwell assay

Corning 3422 inserts were used to evaluate the cell migration capacity. HLF and Hep3B cells were transfected with siUSP1 or siControl. Then, the assays were performed as previously described [22].

### Lentivirus production and lentiviral DNA constructs

Co-transduction of the lentiviral vectors with psPAX2 and pMD2.G was carried out with Lipofectamine 3000 (Invitrogen). After transduction for 36 h, medium containing viral particles was collected and passed through a 0.45 μM filter (Sigma). Infected HLF cells were incubated with the viral supernatant in the presence of 8 μg/mL polybrene (Beyotime). Stably transfected cells were selected with 2 μg/mL puromycin (Beyotime).

shUSP1 or shTAZ constructs were inserted into the PLVX-shRNA2-puro. The sequence of the shRNA targeting USP1 was 5′-CAGAGACAAACTAGATCAA-3′. The sequence of the shRNA targeting TAZ was 5′- AGGTACTTCCTCAATCACA -3′. The sequence of the nontargeting control shRNA (shControl) was 5′-CAACAAGATGAAGAGCACCAA-3′. The pLVX-USP1 were constructed by cloning an USP1 PCR fragment into the pLVX-EF1a-ZsGreen vector by T4 DNA ligase.

### In vivo tumorigenesis assay

Animals were maintained in a specific pathogen-free (SPF) environment with 12 h of light/12 h of darkness and free access to food and water. SPF (Beijing) Biotechnology Co., Ltd. provided female BALB/c nude mice for the tumor xenograft assay. Six-week-old female BALB/c nude mice were randomly divided into two or three groups and then injected with 3 × 10^6^ HLF cells in 150 μl PBS. The equation used to calculate tumor volume is volume = length × (width ^2^)/2.

### Dual-luciferase reporter assay

We measured the activity of the TEAD luciferase reporter by transfecting HLF and Hep3B cells expressing siUSP1 or siControl with the Renilla luciferase reporter and the TEAD luciferase reporter. A Dual-Luciferase Reporter Assay System (E1910, Promega, USA) was used to measure luciferase activity after 24 h.

### ChIP assay

ChIP was performed by using a modified protocol from the ChIP Assay Kt (17–295; Millipore). Suitable amounts of chromatin were immunopreciptated with specific antibodies overnight. Antibodies used were IgG (#026102; Life Technologies) and TAZ (#4883; Cell Signaling). Complexes were recovered on ChIP-grade Protein A/G plus agarose bead (#26195; Life Technologies). qPCR was performed using primer sets flanking the predicted TEAD binding sites. Primer sequences of CTGF used are as follows: 5′-TGTGCCAGCTTTTTCAGACG-3′; R 5′-TGAGCTGAATGGAGTCCTACACA-3′.

### Immunofluorescence assay

Coverslips were placed in the wells of 12-well cell culture plates containing HLF cells. After 24 h, HLF cells on the coverslips were fixed with 4% paraformaldehyde for 15 min, permeabilized with 0.25% Triton X-100 for 15 min, and blocked with 3% BSA for 1 h. The coverslips were incubated with primary antibodies against USP1 (Cell Signaling Technology, Cat# 8033, 1:200) and TAZ (Abcam, ab224239, 1:200) at 4 °C overnight. After washing with PBS, the coverslips were incubated with a fluorophore-conjugated secondary antibody (Invitrogen), and DAPI (Beyotime) was then used to stain nuclei. Samples incubated only with secondary antibodies and not with primary antibodies were used as the negative controls. Images were captured with a Nikon A + laser scanning confocal microscope. ImageJ was used to further process and assemble the acquired images.

### Cycloheximide assay

HLF cells were transfected for 24 h with siUSP1 or siControl. Then, 100 μmol/L cycloheximide (CHX) was added to the culture medium, and cell lysates were collected 0, 2, 4, 6, and 8 h after the addition of CHX. Flag-USP1 or Flag vectors were transfected into HEK293 cells. After 24 h, the cells were treated with CHX at a final concentration of 100 μmol/L, and lysates were harvested 0, 2-, 4-, 6-, and 8-h post-treatment.

### Polyubiquitination assay

To directly quantify the enrichment of ubiquitinated TAZ in cell extracts, Ub plasmids, Myc-TAZ vectors and Flag-USP1 or Flag vectors were transfected into HEK293 cells. After 24 h, the cells were treated with 10 μM MG132 for 8 h. Then, total protein was extracted, and 20 μL of protein A + G (Beyotime, P2012) was used to preclear the lysate for 2 h. The supernatant was harvested and immunoprecipitated with an anti-TAZ antibody. Western blotting was performed with an anti-HA antibody to detect polyubiquitination of TAZ.

### RNA sequencing and data analysis

In this study, RNA sequencing was performed by Beijing Genomics Institute (BGI) to analyze the expression of many genes (siControl and siUSP1). Data from the RNA sequencing analysis have been deposited in the Gene Expression Omnibus (GEO) database (accession number: GSE218366). Ingenuity Pathway Analysis (IPA) was performed on genes that were differentially expressed (*P* < 0.05 and fold change >2). For gene set enrichment analysis (GSEA), the GOBP_HIPPO_SIGNALING gene set was applied and was downloaded from the GSEA Molecular Signatures Database. GSEA 4.2.3 software was used to implement GSEA.

### Analysis of TCGA data and progression-free survival data

With Xiantao online (https://www.xiantao.love/), USP1 and TAZ mRNA levels were measured in normal liver tissues and hepatocellular carcinoma tissues of different stages. Via the KMPLOT (https://kmplot.com) online analysis database, progression-free survival (PFS) data were generated for patients based on their USP1 and TAZ expression levels.

### Statistical analysis

GraphPad Prism 9 software was used to conduct the statistical analyses. The results of a minimum of three independent experiments are presented as the means and standard deviations. We used two-tailed Student’s *t* test to assess the significance of differences. We considered a *P* value of at least 0.05 to indicate statistical significance.

## Results

### USP1 is an important regulator of Hippo signaling activity and exhibits elevated expression in human hepatocellular carcinoma

A DUB siRNA library (Dharmacon Company, Cat: G104705) containing 100 siRNAs specific for each DUB was used to screen for critical DUBs in the modulation of Hippo signaling. In view of the widespread usage of HEK293 cells in Hippo studies and the ease with which they can be transfected, we used them as our model. The expression of CTGF, the most classical Hippo target gene, was used as the readout. (Fig. 1A). A number of reported DUBs were identified in our screening assay, including OTUB1 and DUB1 (USP36), and we also identified USP1, whose expression also dramatically affected the mRNA level of CTGF (Fig. 1B). USP1 expression is reportedly elevated in many tumor tissues compared to normal tissues, including osteosarcoma and breast cancer tissues [23, 24]. We further investigated the expression of USP1 in hepatocellular carcinoma. Interestingly, analysis of the TCGA database indicated that the mRNA level of USP1 was elevated in HCC compared with normal liver tissues (Fig. 1C). Furthermore, USP1 was elevated in pathological stage I, II and III HCC tissues compared with normal hepatocellular tissue (Fig. 1D). In a further analysis of the TCGA database, high USP1 expression was associated with poor survival in HCC patients. (Fig. 1E). In addition, when we further analyzed the correlations of USP1 expression with that of classical downstream genes of the Hippo signaling pathway in the TCGA database, with *p* < 0.001 as the threshold, we found that USP1 had a significant positive correlation with 44 genes, including AMOTL2, ASAP1, CCN1 (CYR61), and CCN2 (CTGF), which exactly validated our DUB siRNA library screening results (Fig. 1F, G). Moreover, this conclusion was confirmed by RNA sequencing analysis in HLF cells (GSE218366). 

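USP1 mRNA was 11.3-fold lower in HLF cells, an established hepatocellular carcinoma line, after transfection with USP1 siRNA (siUSP1) than with control siRNA (siControl). The FPKM of USP1, the deubiquitinase targeted by the siRNA, was 56.95, 52.67 and 53.29 in siControl replicates 1, 2 and 3 and 4.13, 5.91 and 4.24 in siUSP1 replicates 1, 2 and 3. Its log2 fold change was -3.5 (standard error 0.14, adjusted p = 3.5e-05 from limma), and the gene (Entrez Gene 7398) lies on chromosome 1 of GRCh38 from 62436297 to 62451804. RNA was taken 48 h after transfection, with 3 libraries per group, and was sequenced by BGI. The legend of Fig. 1I gives 50 nM siUSP1 and calls the control a vehicle, while the labels of the samples call it a control siRNA. The authors deposited an FPKM value (fragments per kilobase of transcript, scaled to the mapped fragments of the library) for each of 17484 genes per library, and the genome build was GRCh38 according to the submitters' processing notes. The aligner, the quantification program and the annotation are not given in the sources used here. The FPKM values summed to 466992, 491780 and 481804 in siControl replicates 1, 2 and 3 and to 544571, 461970 and 540430 in siUSP1 replicates 1, 2 and 3. The number of reads behind a value is unknown, since the low values showed no common step that would give the depth.
The 11167 genes with a mean FPKM of at least 1 over the 6 libraries were compared between the groups with limma (mean-variance trend, Benjamini-Hochberg adjustment) on log2(FPKM + 0.1), a scale that understates the change of low genes. Gene lists were tested with limma's camera at a preset inter-gene correlation of 0.01, with adjustment over 27 lists, and the tests, the lists and the rule for the genes named were fixed before the data were examined. The paper states independent experiments for its results in general and n = 3 for the sequencing, but not whether these libraries came from separate cultures, so the p-values are taken to measure only the spread between these libraries. The first principal component held 77.2% of the variance and separated the groups, and the second held 17.3% with siUSP1 replicate 2 at -0.87 and the other libraries between -0.08 and 0.31. The median log2 fold change fell from 0.26 in the fifth of genes with the shortest transcripts to -0.13 in the fifth with the longest, and in siUSP1 replicate 2 alone it went from 0.04 to 0.24. Of 76 ribosomal protein genes, only RPL11 was higher, none was lower and 75 did not pass the test (0 higher and 0 lower when adjusted over the list alone; median log2 fold change 0.19). The list did not pass limma's camera (adjusted p = 0.062, adjusted p = 0.88 with an estimated correlation). Without siUSP1 replicate 2, 72 of these genes were higher, and without any other library none was. With each library's trends with transcript length and GC content removed, chosen after seeing the data, 3 were higher and 27 were lower. The adjusted p of the list from limma's camera was 5.5e-09 without siUSP1 replicate 2 and ran from 5.5e-09 to 0.88 over the alternatives. Of 14 common reference genes, 2 were higher, 3 were lower and 9 did not pass the test, with the same counts when adjusted over the list alone, and 1 to 6 were higher with 1 library left out. Camera pointed down for them (adjusted p = 0.59 from limma's camera, adjusted p = 0.88 with an estimated correlation), while their median log2 fold change was 0.03. Among markers of other cell types, 7 of 16 fibroblast and stellate cell genes passed the filter on mean FPKM, of which 5 were higher and 2 did not pass the test, with the same counts when adjusted over the list alone. Their median log2 fold change was 0.53 (adjusted p = 0.16 from limma's camera, adjusted p = 0.32 with an estimated correlation). The largest rise among them was that of ACTA2 (smooth muscle actin), with 3.09 ± 0.212 FPKM (SD, n = 3) in siControl and 5.49 ± 1.05 FPKM (SD, n = 3) in siUSP1 cells. Of 28 hepatocyte markers only CYP2E1 passed the filter (log2 fold change 0.37, adjusted p = 0.63 from limma's camera, adjusted p = 0.76 with an estimated correlation). Of 16 immune and endothelial markers only CD68 passed it (log2 fold change 0.10, adjusted p = 0.88 from limma's camera, adjusted p = 0.89 with an estimated correlation). Neither passed the test for single genes, also when adjusted over the list alone, and both passed it without siUSP1 replicate 2.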

The volcano plot indicated that USP1 depletion significantly inhibited the expression of classical Hippo pathway target genes, including CYR61 and CTGF (Fig. 1H). In addition to the Hippo pathway, several other oncogenic pathways, such as the MAPK pathway, TNF pathway and NF-kappa B signaling pathway, were affected by USP1 depletion, according to KEGG pathway analysis (Fig. 1I). 

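The mRNA of CCN2 (CTGF) and CCN1 (CYR61), target genes of YAP and TAZ that encode matricellular proteins, fell 8.08-fold and 3.93-fold in the siUSP1 cells. Of 21 YAP/TAZ target genes tested, 14 were lower and none was higher in the siUSP1 libraries, and 7 did not pass the test (14 lower and 0 higher when adjusted over the list alone). NT5E, which encodes the ecto-5'-nucleotidase CD73, was also among the target genes with the largest falls, and the angiomotin family member AMOTL2 fell less. ASAP1 did not pass the test.
The FPKM of CCN2 (Entrez Gene 1490; chromosome 6 of GRCh38, 131948176 to 131951373) was 39.5 ± 1.47 (SD, n = 3) in siControl and 4.80 ± 0.274 (SD, n = 3) in siUSP1 cells. This is a log2 fold change of -3.02 (standard error 0.081, adjusted p = 1.8e-05 from limma). CCN1 (Entrez Gene 3491; chromosome 1, 85580761 to 85583962) had 86.3 ± 2.61 FPKM (SD, n = 3) in siControl and 21.9 ± 0.662 FPKM (SD, n = 3) in siUSP1 cells, a log2 fold change of -1.98 (standard error 0.065, adjusted p = 2.6e-05 from limma). NT5E went from 87.1 ± 4.15 to 17.0 ± 2.01 FPKM (SD, n = 3 each), and AMOTL2 from 24.9 ± 0.45 to 13.0 ± 0.537 FPKM (SD, n = 3 each), with log2 fold changes of -2.35 and -0.93 (adjusted p = 3.7e-05 and 0.00019 from limma). ASAP1 had 14.2 ± 1.21 FPKM (SD, n = 3) in siControl and 10.4 ± 2.74 FPKM (SD, n = 3) in siUSP1 cells (log2 fold change -0.47, adjusted p = 0.07 from limma; adjusted p = 7.9e-05 without siUSP1 replicate 2, and 7.9e-05 to 0.2 over all alternatives). The median log2 fold change of the target list was -1.05. Camera, which does not test the median, placed the list lower than the other genes (adjusted p = 6e-07 from limma's camera, adjusted p = 0.14 with an estimated correlation). Over the alternatives, this adjusted p ran from 4.8e-09 to 0.14.
Over all genes, 3254 were higher and 2286 were lower in the siUSP1 libraries at an adjusted p under 0.05 from limma, and with median-of-ratios scaling between libraries 2684 were higher and 2767 lower. At the thresholds of Fig. 1H, a p under 0.05, taken here as unadjusted, and a fold change above 2, the counts were 540 higher and 699 lower. With that scaling, 420 were higher and 834 lower at those thresholds, so that the share of higher genes was 33.5% in place of 43.6%. Without siUSP1 replicate 2 there were 4648 higher and 3941 lower genes at an adjusted p under 0.05. Besides USP1 and CCN2, the largest falls were those of NAA50, an N-terminal acetyltransferase, the matricellular protein gene THBS1, the apoptosis inhibitor gene BIRC3, PTX3, SLCO4A1, the tight junction gene CLDN1, UHMK1 and DDAH1, with log2 fold changes from -3.24 to -2.92. The largest rises included that of the tropomyosin gene TPM4, which went from 86.6 ± 2.19 to 425.0 ± 11.0 FPKM (SD, n = 3 each). Also among them were MXD4, ZNF629, PSKH1, H2BC5, MED11 and FOXP4, with log2 fold changes from 1.95 to 2.20. EIF3CL (log2 fold change 3.27, standard error 0.98) and FMC1-LUC7L2 (1.95) are uncertain, since EIF3CL has a near-identical copy, EIF3C, and did not pass the test without siControl replicate 1 or 2 or siUSP1 replicate 1 or 3 (adjusted p up to 0.1 from limma, and 1.3e-05 to 0.11 over the alternatives), and FMC1-LUC7L2 shares its exons with overlapping genes.

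**Figure D1:**
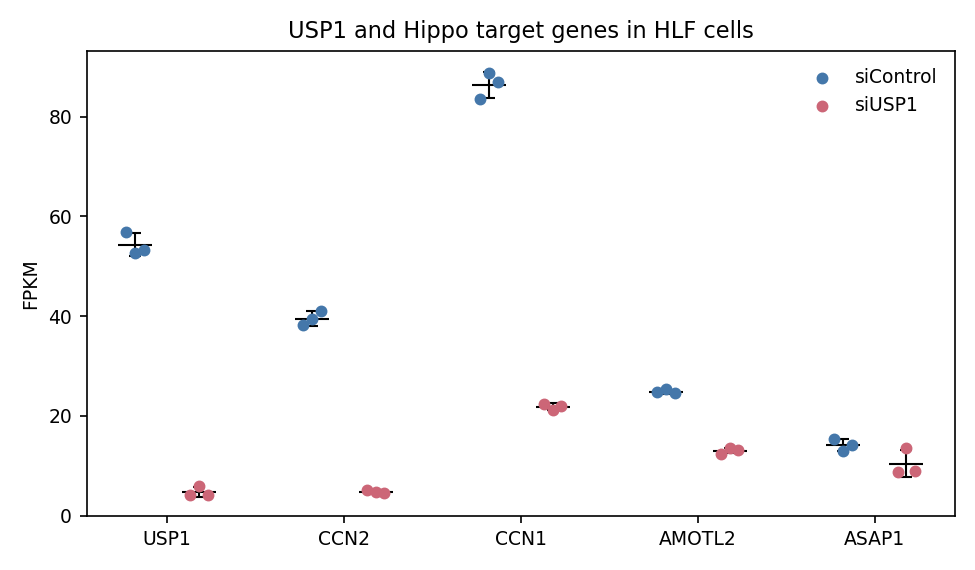
FPKM of USP1 and of 4 Hippo target genes in HLF cells. Each point is a library, the horizontal line is the mean and the bars are the SD (n = 3 per group); the siUSP1 points lie below the siControl points for USP1, CCN2, CCN1 and AMOTL2, and those of ASAP1 overlap.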

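More genes of the TNF and NF-kappa B lists were lower than higher in the siUSP1 cells, and the lower ones included the chemokine gene CCL2, the cytokine gene IL6 and PLAU, which encodes urokinase. Of 91 genes of a TNF list, 38 were lower, 18 were higher and 35 did not pass the test (39 lower and 19 higher when adjusted over the list alone). Of 68 genes of an NF-kappa B list, 24 were lower, 11 were higher and 33 did not pass the test, with the same counts when adjusted over the list alone. In a list of the wider Hippo pathway with 99 tested genes, 38 were lower, 22 were higher and 39 did not pass the test, with the same counts when adjusted over the list alone. In a MAPK list with 178 tested genes, 54 were lower, 43 were higher and 81 did not pass the test (57 lower and 44 higher when adjusted over the list alone).
CCL2 went from 314.0 ± 10.4 to 42.3 ± 5.75 FPKM (SD, n = 3 each), and IL6 from 7.48 ± 0.775 to 1.26 ± 0.195 FPKM (SD, n = 3 each). Their log2 fold changes were -2.90 and -2.49 (adjusted p = 3.1e-05 and 9.8e-05 from limma), and that of PLAU was -2.06. The largest rise in the NF-kappa B list was that of the adaptor gene TICAM2 (log2 fold change 1.09), which did not pass the test without siUSP1 replicate 1 or 3. In the MAPK list, the growth factor genes FGF2 and HBEGF and the phosphatase gene DUSP6 had log2 fold changes of -1.84, -1.71 and -1.75, and MEF2C, MAPK8IP1 and JUND of 1.29, 1.27 and 1.21. LLGL2, a cell polarity gene, and BBC3, a proapoptotic gene of the BCL2 family, had the largest rises in the wider Hippo list, with log2 fold changes of 2.09 and 1.47.
The lists were written from general knowledge of the KEGG pathways. The median log2 fold change of the TNF list was -0.28 (adjusted p = 0.00035 from limma's camera, adjusted p = 0.069 with an estimated correlation, and 1e-05 to 0.069 over the alternatives). That of the NF-kappa B list was -0.14 (adjusted p = 0.0074 from limma's camera, adjusted p = 0.081 with an estimated correlation, and 6.6e-05 to 0.081 over the alternatives). For the wider Hippo list it was -0.11 (adjusted p = 0.0091 from limma's camera, adjusted p = 0.35 with an estimated correlation, and 0.0041 to 0.35 over the alternatives), and 12 to 32 of its genes were higher with 1 library left out. The MAPK list, at -0.09, did not pass the test (adjusted p = 0.066 from limma's camera, adjusted p = 0.2 with an estimated correlation, and 0.0033 to 0.2 over the alternatives). In limma's fry, which asks only whether the genes of a list move on balance in the same direction, MAPK had an adjusted p of 0.0033. Fry, which makes no comparison with other genes, also gave the low ends for the NF-kappa B (6.6e-05) and wider Hippo (0.0041) lists. At the thresholds of Fig. 1I, a p under 0.001, taken here as unadjusted, and a fold change above 2, 536 genes were lower and 497 were higher. The lower genes made up 18.7% of the TNF list against 4.69% of the other genes (Fisher's exact test, two-sided, adjusted p = 6.2e-06 over 10 tests), 18.2% of the wider Hippo list (adjusted p = 6.2e-06), 17.6% of the NF-kappa B list (adjusted p = 0.00027) and 11.8% of the MAPK list (adjusted p = 0.00031). Fisher's exact test treats genes as independent, with no allowance for correlation between them, and these lists share members such as BIRC3. The higher genes differed from the other genes in none of these lists (adjusted p from 0.13 to 1.0 from Fisher's exact test). The medians against siControl in siUSP1 replicates 1, 2 and 3 were -0.41, -0.16 and -0.37 for TNF, -0.17, -0.05 and -0.20 for NF-kappa B, -0.26, 0.02 and -0.21 for the wider Hippo list, and -0.13, 0.02 and -0.12 for MAPK, in which 83 genes were lower without siUSP1 replicate 2.

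**Figure D2:**
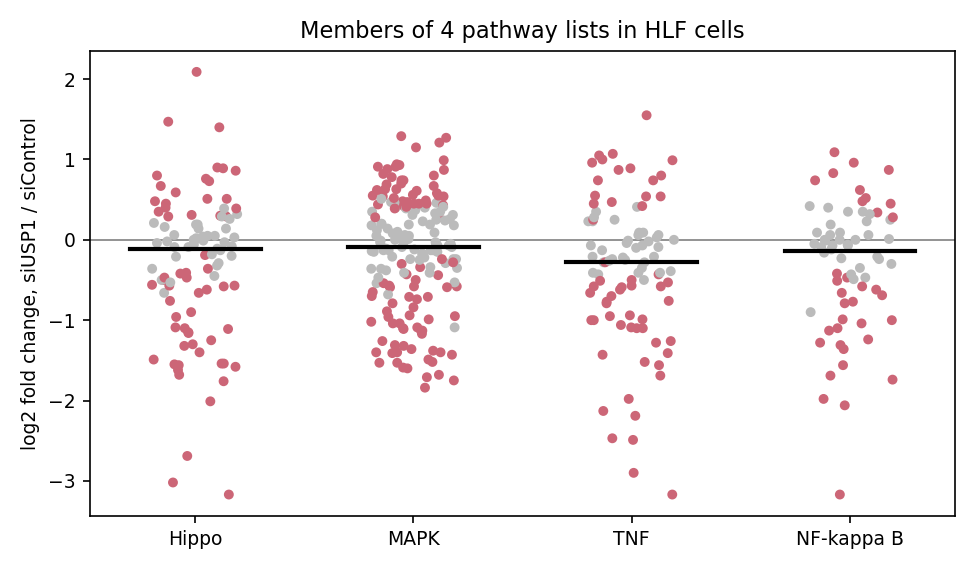
Log2 fold change, siUSP1 against siControl, of each tested member of 4 pathway lists in HLF cells. Each point is a gene, in red at an adjusted p under 0.05 from limma and otherwise in gray, and the black line is the median, from -0.28 for TNF to -0.09 for MAPK.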

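WWTR1, the gene of TAZ, and YAP1 were lower in the siUSP1 cells, together with other genes of the Hippo pathway. Of 58 tested pathway components, 23 were lower, 9 were higher and 26 did not pass the test (25 lower and 11 higher when adjusted over the list alone). Among the lower genes were MOB1A, SAV1 and NF2, which encode proteins of the kinase cascade that restrains YAP and TAZ, and which were named after their values were seen. The list holds other members of that cascade, and the cascade was not tested as a set. The polarity gene DLG5, TEAD3, a DNA-binding partner of YAP and TAZ, and the phosphatase subunit gene PPP2R1A had the largest rises.
WWTR1 (Entrez Gene 25937; chromosome 3 of GRCh38, 149517235 to 149736714) had 70.9 ± 2.59 FPKM (SD, n = 3) in siControl and 10.9 ± 1.46 FPKM (SD, n = 3) in siUSP1 cells, a log2 fold change of -2.69 (standard error 0.11, adjusted p = 3.1e-05 from limma). YAP1 (Entrez Gene 10413; chromosome 11, 102110461 to 102233423) had 41.3 ± 4.43 and 14.4 ± 3.92 FPKM (SD, n = 3 each), a log2 fold change of -1.54 (standard error 0.19, adjusted p = 0.00093 from limma). The sense strand of the second USP1 siRNA of the methods has a seed match in the 3' UTRs of both WWTR1 and YAP1. The same site is in the 3' UTR of CCN1, and 1887 of the tested genes hold it. No single antisense strand has a match in both WWTR1 and YAP1. That of the first siRNA has one in WWTR1, and that of the second has one in YAP1. The 3' UTR of CCN2 has no match of any of these strands. DLG5 went from 5.98 ± 0.0902 to 16.1 ± 2.73 FPKM (SD, n = 3 each). MOB1A, SAV1 and NF2 had log2 fold changes of -1.56, -0.57 and -0.42 (adjusted p = 0.00022, 0.019 and 0.0025 from limma). The list, written from general knowledge in place of the gene set of the paper, had a median log2 fold change of -0.30 (adjusted p = 0.0032 from limma's camera, adjusted p = 0.56 with an estimated correlation, and 0.00061 to 0.56 over the alternatives). Past the thresholds of a fold change above 2 and an unadjusted p under 0.001 were 9 lower members, 15.5% of the list (Fisher's exact test, two-sided, adjusted p = 0.0033). Without siUSP1 replicate 2, 38 members were lower and 13 were higher.

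**Figure D3:**
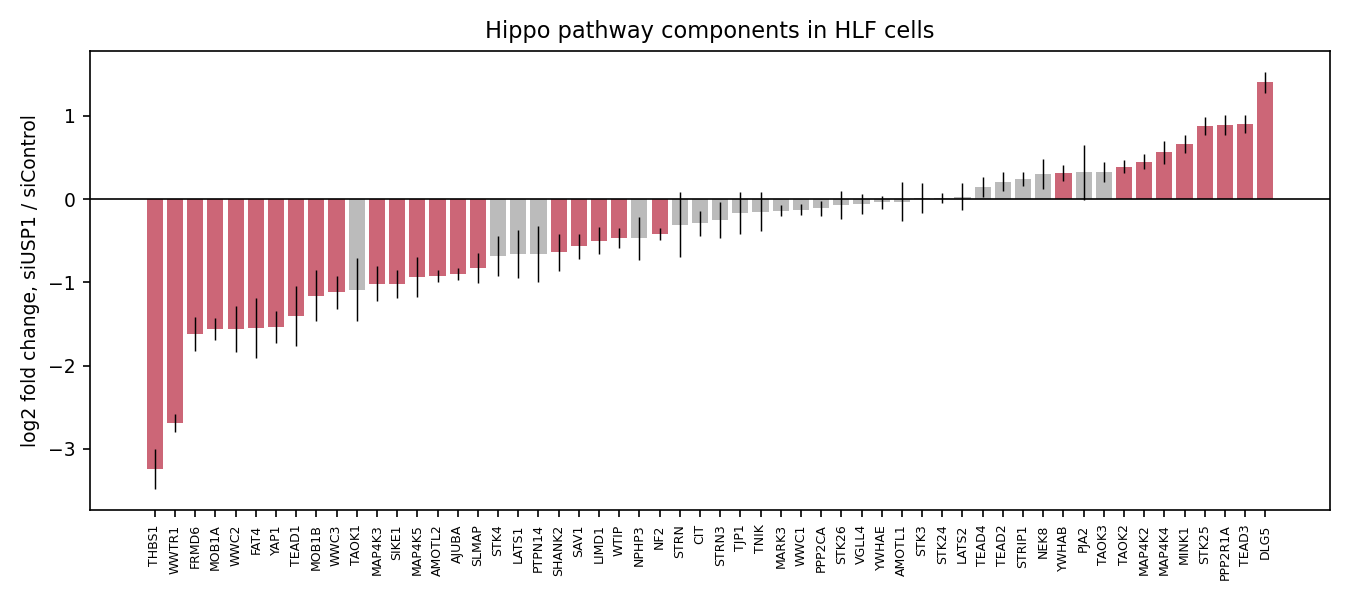
Log2 fold change, siUSP1 against siControl, of 56 of the 58 tested Hippo pathway components in HLF cells, in order of size. Bars are red at an adjusted p under 0.05 from limma and otherwise gray, and error bars are the standard error from limma (3 libraries per group); the bars run from THBS1 at -3.24 to DLG5 at 1.40.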

GSEA (gene set enrichment analysis) indicated that the GOBP_HIPPO_SIGNALING signature was significantly suppressed in the presence of USP1 depletion (Fig. 1J). Considering these results collectively, we speculate that USP1 could be a promising positive regulator of the Hippo signaling in human hepatocellular carcinoma.

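Each YAP/TAZ target gene that was separated between the groups was lower in the siUSP1 cells. Of the 21 target genes, 14 were lower in every siUSP1 library than in every siControl library, none was higher in that way and 7 overlapped. By chance this happens in 5% of genes each way, and over all 11167 genes 24.5% were lower and 35.7% were higher in that way. Their median log2 value against siControl was -1.12, -0.88 and -1.01 in siUSP1 replicates 1, 2 and 3. Of the 58 pathway components, 26 were lower in that way, 11 were higher and 21 overlapped, and their median was -0.47, -0.05 and -0.47 in the same replicates. From its siRNA screen, the TCGA analyses and its own analysis of the RNA sequencing, the paper speculates that USP1 could be a positive regulator of Hippo signaling in this cancer.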

**Fig. 1:**
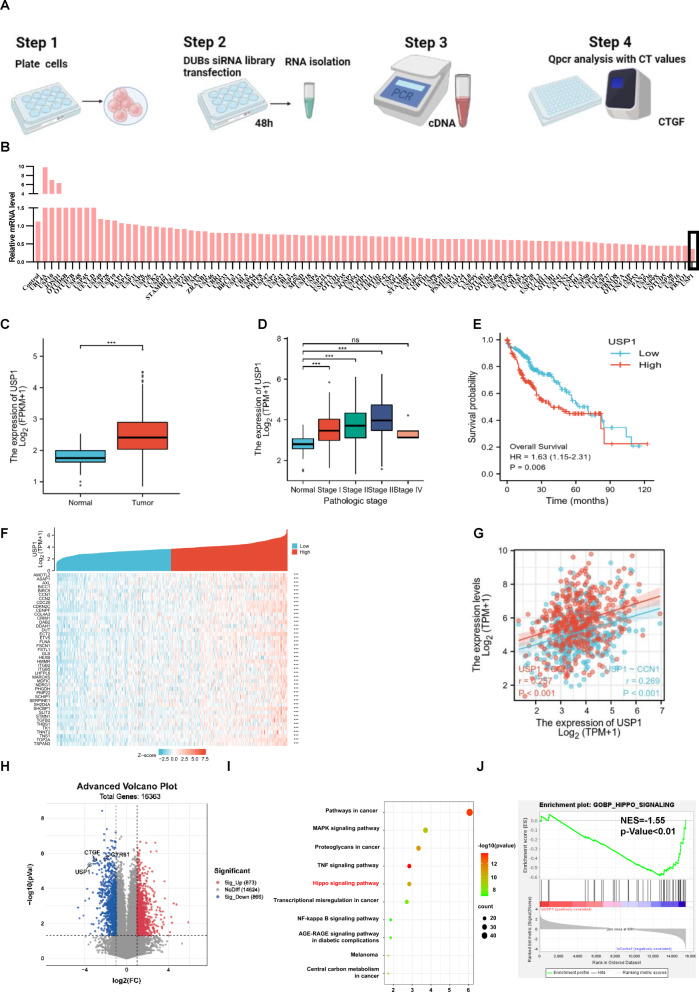
USP1 is an important regulator of Hippo signaling activity, and its expression is elevated in human hepatocellular carcinoma. **A** The flowchart shows the siRNA screening procedure for identifying novel deubiquitinases involved in modulating Hippo signaling. HEK293 cells were seeded in 24-well plates. Each well was transfected with a siRNA against one deubiquitinase and incubated for 48 h. RNA was extracted, and CTGF expression was assessed by qPCR. **B** In the siRNA screen of deubiquitinases, relative CTGF mRNA levels were determined. The red columns represent relative mRNA level of CTGF after depletion of USP1. **C** The relative RNA level of USP1 in HCC tumor samples (*n* = 371) versus normal samples (*n* = 50) in the TCGA database (https://portal.gdc.cancer.gov/). **D** The relative RNA level of USP1 in HCC tumors of different stages (Stag I, *n* = 168; Stag II, *n* = 84; Stag III, *n* = 82; Stag IV, *n* = 6) was compared with that in normal liver tissue (*n* = 50). Data were obtained from the TCGA database (https://portal.gdc.cancer.gov/). **E** Comparing with lower USP1 expression (*n* = 275), higher USP1 expression (*n* = 90) was associated with poorer overall survival in HCC patients based on Kaplan‒Meier analysis in TCGA. *P* < 0.001, log-rank test. **F** TCGA analysis of the correlation of USP1 expression with that of classical downstream genes of the Hippo signaling pathway in HCC (*n* = 371), with *p* < 0.001 as the threshold. **G** USP1 expression was significantly correlated with that of CCN1 (CYR61) and CCN2 (CTGF) in HCC (*n* = 371). **H** Volcano plot of RNA-seq data in HLF cell lines treated with siControl or siUSP1. The volcano plot revealed a significant increase in the expression of CTGF and CYR61 downstream of YAP as a result of USP1 depletion. Threshold values of P < 0.05 and fold change>2 was set as screening criteria. **I** These are the top 10 KEGG pathways that are significantly depleted (top) or enriched (bottom) in HLF cells treated with siUSP1. The pathway enrichment analysis consisted of differentially regulated genes identified with threshold criteria of P < 0.001 and fold change >2. The cells were treated for 48 h with 50 nM siUSP1 or vehicle. Total mRNA was extracted for RNA sequencing analysis. *n* = 3. **J** HLF cells treated with USP1 siRNA had depletion of Hippo pathway signature genes, according to gene set enrichment analysis (GSEA).

### USP1 depletion suppresses Hippo/TAZ axis activity in HCC cells

In addition, we continued our study by depleting USP1 in HCC cell lines to confirm its biological link to Hippo signaling. To prevent off-target effects, we used two independent siRNAs targeting USP1. The immunoblotting data showed that depleting USP1 had no effect on the YAP protein level in HLF or Hep3B cells (data not shown). However, the TAZ protein level in HLF and Hep3B cells with USP1 depletion was dramatically decreased, as determined by Western blotting (Fig. 2A, E), while no significant change in mRNA expression was detected via qRT‒PCR (Fig. 2B, F). In addition, USP1 overexpression elevated the TAZ protein level (Figs. 2I and S1A, E). Gene expression analysis showed that USP1 depletion further decreased the expression of CTGF and CYR61, which are the most classical Hippo target genes, in HLF and Hep3B cells (Fig. 2C, G), while USP1 overexpression elevated the expression of these genes (Fig. 2K and S1C, G). The luciferase reporter assay showed that USP1 depletion in HLF and Hep3B cells inhibited TEAD response element activity (Fig. 2D, H), while USP1 overexpression enhanced TEAD response element activity (Figs. 2L and S1D, H). By performing chromatin immunoprecipitation experiments, we indicated that the silencing of USP1, could also restrained the ability of TEAD response element (CTGF) activity in figure S1I, J. According to reports, the TAZ level is elevated in some tumor tissues, such as breast and lung cancer tissues [25, 26]. After further inquiry into the expression of TAZ in hepatocellular carcinoma, we interestingly found that the mRNA level of TAZ was elevated in HCC tissues compared with normal liver tissues in the TCGA database (Fig. 2M). Moreover, TAZ expression was also elevated in each pathological stage of HCC compared with normal hepatocellular tissues (Fig. 2N). Further research in TCGA showed that high TAZ expression was related to poor survival in HCC patients (Fig. 2O). Moreover, from the TCGA dataset, we can observe that a strong positive correlation between USP1 and TAZ in liver cancer in Fig. S1K, which strengthened our conclusion that USP1 modulated Hippo target gene expression via TAZ. In addition, further analysis of USP1 and TAZ expression revealed a positive correlation between USP1 and TAZ protein expression in 62 samples of hepatocellular carcinoma collected from Qilu Hospital (*p* = 0.018; Fig. 2P, Q).

**Fig. 2:**
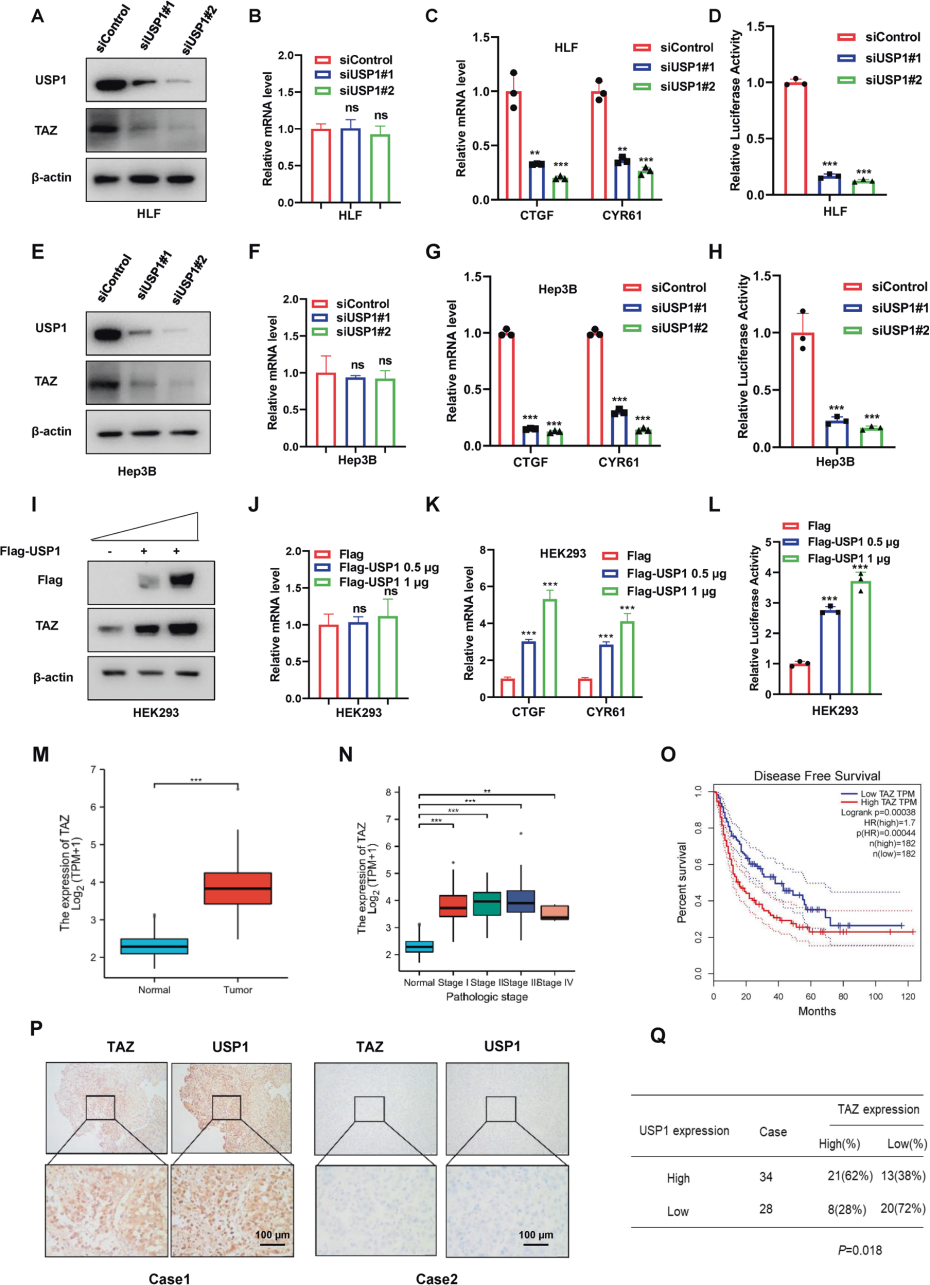
USP1 depletion inhibits Hippo/TAZ axis activity in HCC cells. **A**, **E**, **I** Western blot analysis of USP1 and TAZ expression in HLF, Hep3B, and HEK293 cells exposed as indicated. In this study, actin was employed as an internal reference. **B**, **F**, **J** RT–qPCR results of TAZ mRNA expression in HLF, Hep3B, and HEK293 cell lines exposed as indicated. **C**, **G**, **K** RT–qPCR results of CTGF and CYR61 mRNA expression in HLF, Hep3B, and HEK293 cell lines exposed as indicated. **D**, **H**, **L** In HLF, Hep3B, and HEK293 cells exposed as indicated, transcriptional activity of TEAD response elements was measured by a luciferase assay using a reporter containing tandem TEAD-binding sites. **M** In the TCGA database, the relative level of TAZ RNA in HCC tumor samples (*n* = 371) was compared to that in normal samples (*n* = 50) (https://www.genome.gov/). **N** In HCC tumors of various stages (Stag I, *n* = 168; Stag II, *n* = 84; Stag III, *n* = 82; Stag IV, *n* = 6), the relative RNA level of TAZ was compared with that in normal liver tissue (*n* = 50). Data were obtained from the TCGA database. (https://www.genome.gov/). **O** Comparing with lower TAZ expression (*n* = 275), higher TAZ expression (*n* = 90) was associated with poorer progression-free survival in HCC patients based on Kaplan‒Meier analysis in TCGA. *P* = 0.00044, log-rank test. **P**, **Q** Immunohistochemical (IHC) staining to evaluate USP1 and TAZ expression in HCC tissues. In Panels **A**–**L** the results are representative of three independent experiments. All the data are presented as the means ± SDs. **P < 0.01, ***P < 0.001 (Student’s *t* test).

### USP1 depletion inhibits hepatocellular carcinoma progression in vivo and in vitro

We further examined the impact of USP1 on the hepatocellular carcinoma phenotype by depleting USP1 in HLF and Hep3B cells. We found that USP1 depletion was successfully achieved, as validated by qPCR. (Fig. 3A, B). The CCK8 assay showed that USP1 depletion sharply inhibited hepatocellular carcinoma cell proliferation (Fig. 3C, D). In addition, the Transwell assay indicated that USP1 depletion diminished the migration capacity of HLF and Hep3B cells (Fig. 3E–H). The colony formation assay confirmed that USP1 depletion decreased the colony formation capacity (Fig. 3I–L). In addition, we investigated the effect of USP1 on apoptosis, and propidium iodide (PI)/Annexin V staining revealed that USP1 depletion increased the proportions of apoptotic cells among HLF and Hep3B cells (Fig. 3M-1P). Moreover, a subcutaneous xenograft tumorigenesis model was established by randomly dividing nude mice into two groups and treating them with shControl or shUSP1 by subcutaneous injection. The xenograft mouse model used to study the effects of USP1 in vivo confirmed that silencing USP1 in HLF cells inhibited tumor growth in vivo (Fig. 3Q–S). We further validate the functional effects of USP1 depletion on HCC cells proliferation, migration and apoptosis by key regulators protein involved in the related pathways by western blotting. Our results showed that USP1 depletion significantly inhibited the protein level of Ki67 and N-cadherin in hepatocellular carcinoma cell. In addition, E-cadherin and Cleaved-casepase3 was promoted by USP1 depletion in Fig. S2A, B. In summary, according to all these data, USP1 plays a critical role in facilitating the progression of hepatocellular carcinomas.

**Fig. 3:**
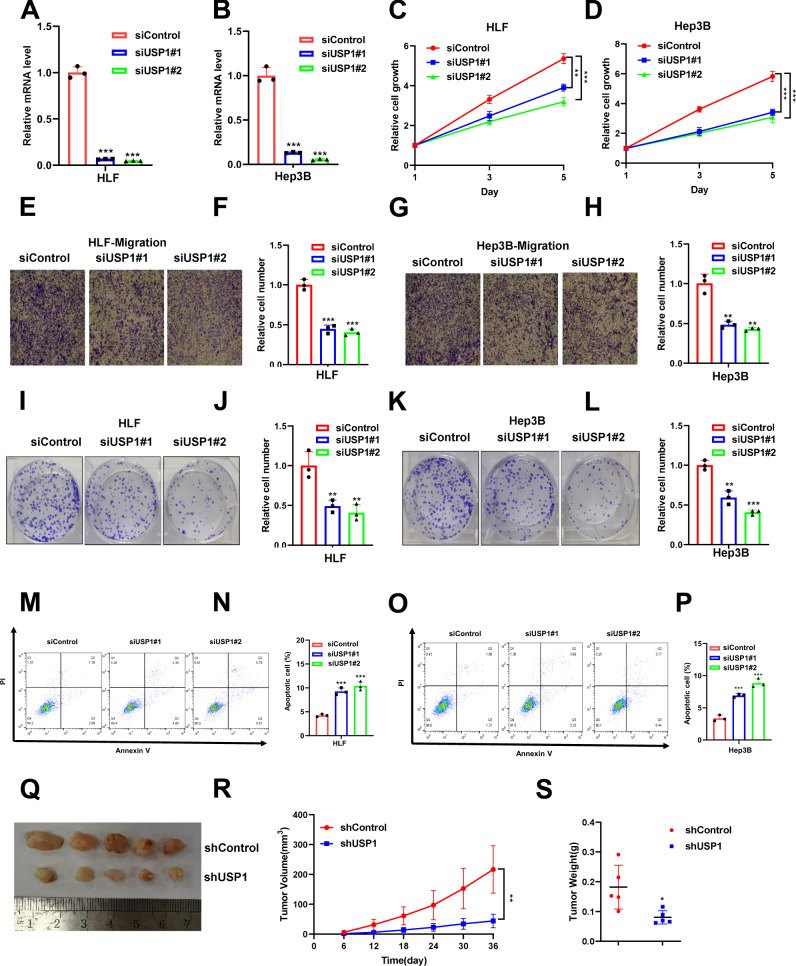
USP1 depletion inhibits hepatocellular carcinoma progression in vivo and in vitro. **A**, **B** RT‒PCR was performed to determine USP1 mRNA levels in HLF and Hep3B cells following USP1 siRNA treatment. **C**, **D** HLF and Hep3B cells transfected with siControl or siUSP1 were tested for viability using the CCK-8 assay at the indicated time points. **E**–**H** HLF and Hep3B cells were tested for their migration ability using Transwell assays. F and H show the quantitative analysis of the colony formation assay results. **I**–**L** Colony formation (left panel) of HLF and Hep3B cells transfected with scrambled siRNA or one of two independent USP1 siRNAs. **J** and **L** show the quantitative analysis of the colony formation assay results. **M**–**P** The percentage of apoptotic cells was determined by FACS analysis after HLF and Hep3B cells were treated with USP1 siRNA. PI and Annexin V staining were performed on the cells. **Q** A representative image of a tumor derived from a nude mouse injected with stably transfected shControl or shUSP1 HLF cells is shown. **R**, **S** The tumor volume (**R**) and weight (**S**) in nude mice subcutaneously inoculated with stably transfected shControl or shUSP1 HLF cells. Three independent experiments were conducted to obtain the results shown in Panels **A**–**P**. All the data are presented as the means ± SDs. **P < 0.01, ***P < 0.001 (Student’s *t* test).

### Hepatocellular carcinomas with TAZ overexpression display partial reversal of the antitumor effects of USP1 depletion

To inquire whether TAZ is involved in USP1-mediated proliferation, migration, colony formation and apoptosis in hepatocellular carcinoma cells, we carried out several rescue experiments. HLF cells were transfected with siControl or siUSP1 for 24 h, and then transfected with Myc or Myc-TAZ. The immunoblot data showed that USP1 knockdown decreased the protein level of TAZ, which could be reversed by further TAZ overexpression (Fig. 4A). The qPCR data indicated that the expression of Hippo target genes, which was downregulated by USP1 depletion, was rescued by further TAZ overexpression (Fig. 4B). The luciferase reporter assay showed that USP1 depletion in HLF cells inhibited TEAD response element activity and that this phenotype was reversed by further TAZ overexpression (Fig. 4C). The CCK8 assay indicated that USP1 depletion significantly inhibited hepatocellular carcinoma cell growth, which was partially reversed by further TAZ overexpression (Fig. 4D), and these results were confirmed by the colony formation assays (Fig. 4E, F). In addition, USP1 depletion promoted apoptosis in HLF cells, while further TAZ overexpression partially reduced the percentage of apoptotic cells (Fig. 4G, H). Furthermore, Transwell assay indicated that USP1 depletion significantly inhibited hepatocellular carcinoma cell migration capacity, which was partially reversed by further TAZ overexpression (Fig. 4I, J). Moreover, the results in the xenograft mouse model indicated that shUSP1 inhibited HCC tumor growth from HLF cells, while further TAZ overexpression at least partially reversed the growth inhibition caused by USP1 depletion (Fig. 4K–M). These results indicate that TAZ partially accounts for the antitumor effect of USP1 depletion. We also indicate that TAZ partially accounts for the tumor effect of USP1 overexpression by constructing Flag, Flag-USP1 and Flag-USP1 + shTAZ stably HLF cell line (Fig. S3A–M).

**Fig. 4:**
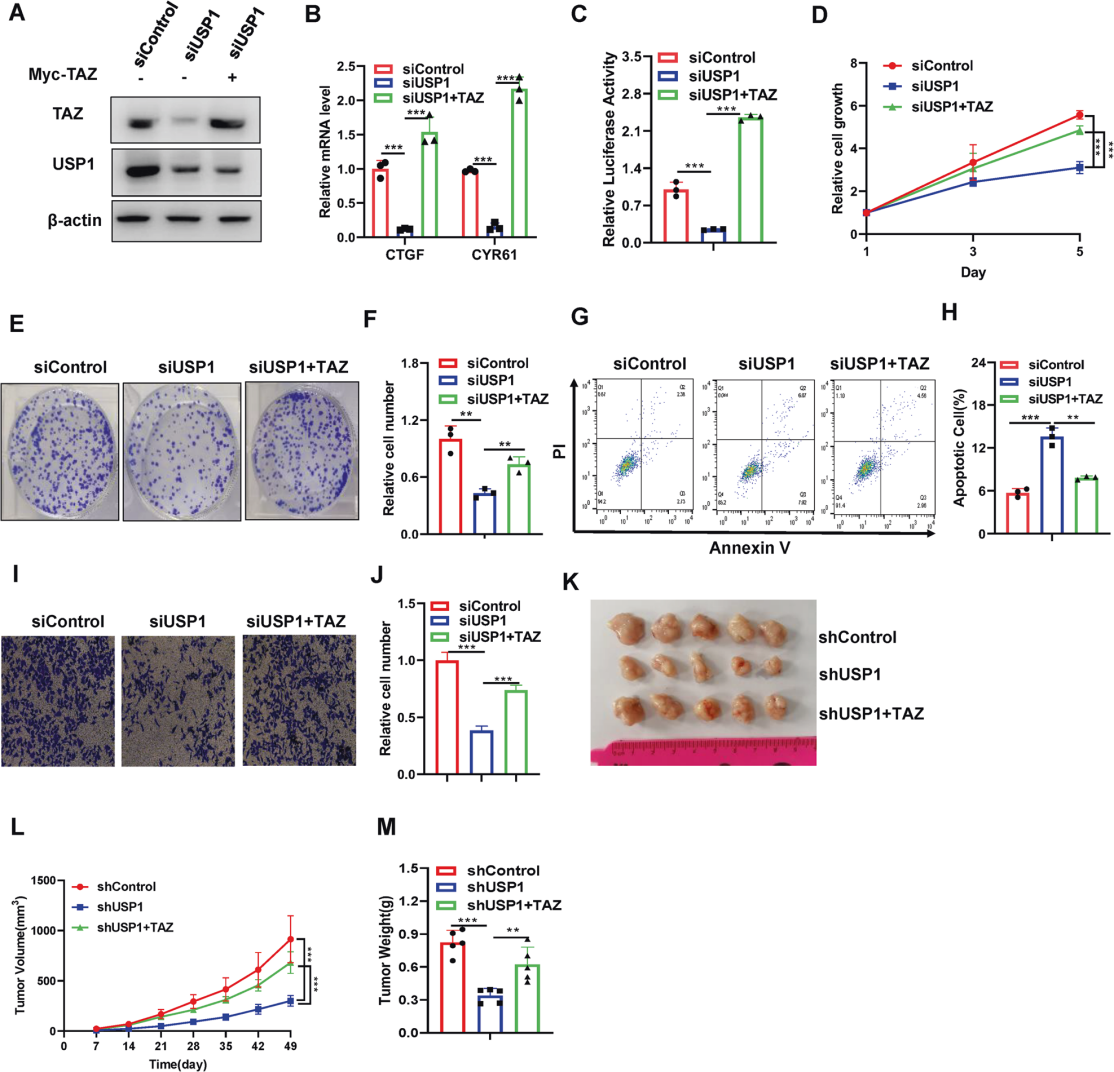
Hepatocellular carcinomas with TAZ overexpression display partial reversal of the antitumor effects of USP1 depletion. **A** Western blot analysis of TAZ and USP1 expression in HLF cells treated with siControl or siUSP1 for 24 h, then transfected with Myc or Myc-TAZ for another 24 h. In this study, β-Actin was used as the internal reference. **B** Results of RT‒qPCR to measure CTGF and CYR61 mRNA levels in HLF cells treated as indicated. **C** TEAD response element transcriptional activity was measured via luciferase reporter assays with tandem TEAD-binding sites in HLF cells treated as indicated. **D** At the indicated time points, a CCK-8 assay was performed to determine the viability of HLF cells treated as indicated. **E**, **F** Colony formation (left panel) of HLF cells treated as indicated. F shows the quantitative analysis of the colony formation assay results. **G**, **H** FACS analysis (left panel) was performed on HLF cells treated as indicated. **I**, **J** Transwell assays was performed on HLF cells transfected treated as indicated. **K** As indicated, images of tumors derived from nude mice injected with shControl, shUSP1- or shUSP1+TAZ-transfected HLF cells are shown. **L**, **M** Tumor volume (**L**) and weight (**M**) in nude mice injected with stably transfected shControl, shUSP1, or shUSP1+TAZ HLF cells. In Panels **A**–**J**, the results are representative of three independent experiments. In Panels **K**–**M**, the results are representative of five independent experiments. The data are presented as the means ± SDs. **P < 0.01, ***P < 0.001 (Student’s *t* test).

### USP1 interacts with TAZ and modulates TAZ stability in hepatocellular carcinoma cells

In addition, we examined the localization of USP1 and TAZ in hepatocellular carcinoma cells. Immunostaining revealed that both proteins were mainly found in the nucleus (Fig. 5A). This finding was further confirmed by a nuclear/cytoplasmic fractionation assay (Fig. 5B). USP1 interacted with TAZ in HLF cells, as shown by endogenous immunoprecipitation (Fig. 5C). The TAZ protein is composed of three domains: the TB domain (TEAD binding), the WW domain, and the TA domain (Fig. 5D). By generating the corresponding deletion constructs and investigating the associated domain via an IP assay, we were able to demonstrate that TAZ interacts with USP1 through the WW domain (Fig. 5E). USP1 depletion decreased the TAZ protein level in HLF cells, and MG132 treatment reversed the USP1 depletion-induced reduction in the TAZ protein level in HLF cells (Fig. 5F). Consistent with this finding, USP1 overexpression in HEK293 cells appeared to increase the TAZ protein level, and this effect was minimized by MG132 treatment (Fig. 5I). According to these data, we proposed that USP1 modulates the protein level of TAZ via the proteasomal degradation system. In addition, we further evaluated TAZ protein stability in HLF cells with USP1 silencing and found that USP1 depletion greatly decreased TAZ protein stability (Fig. 5G, H). This finding was further confirmed in HEK293 cells via USP1 overexpression (Fig. 5J, K).

**Fig. 5:**
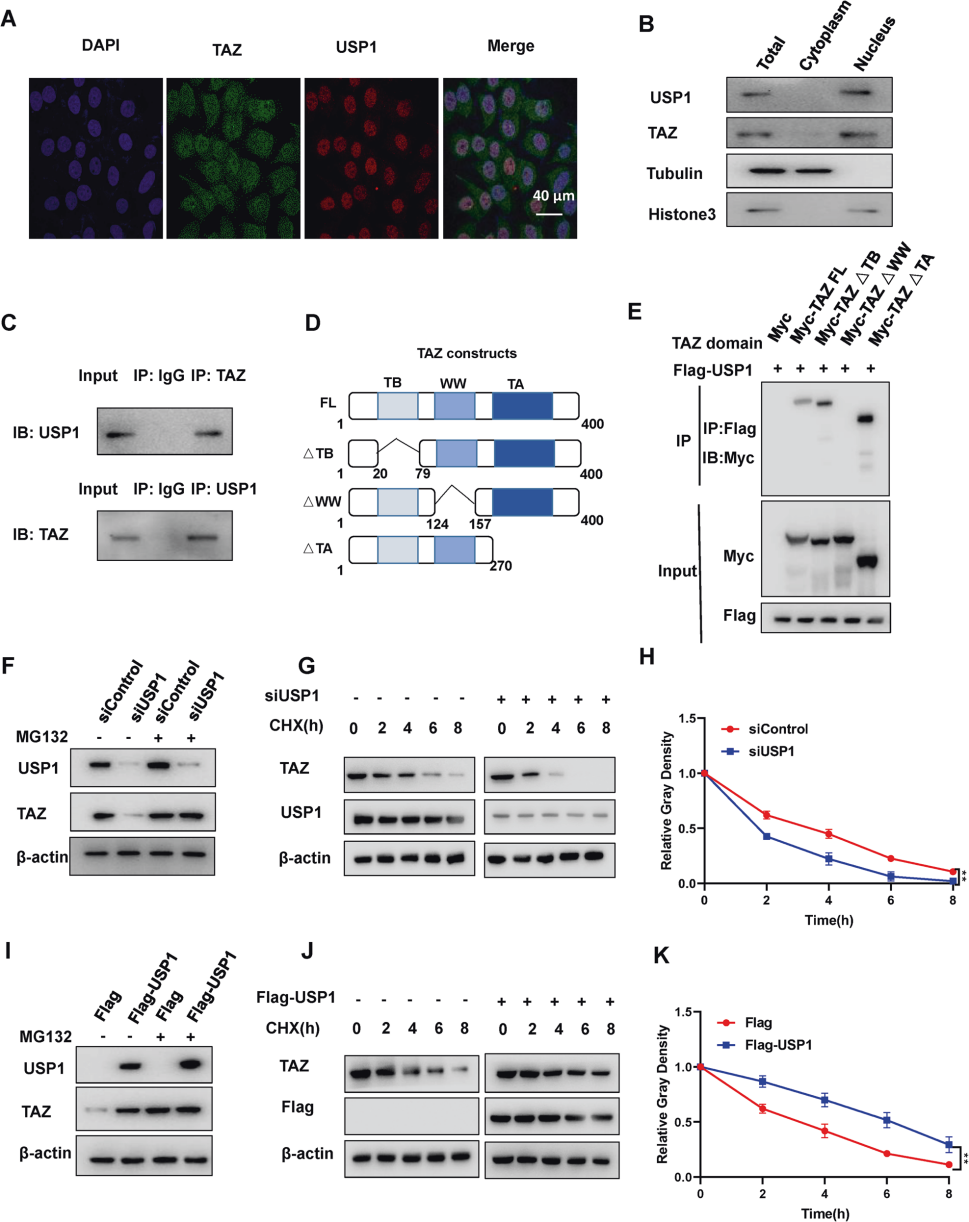
In hepatocellular carcinoma cells, USP1 interacts with TAZ and modulates its stability. **A** Immunofluorescence imaging of TAZ (green), USP1 (red) and DAPI (blue) in HLF cells, scale bar 40 µm. **B** Western blot analysis of USP1 and TAZ protein localization in HLF cells. In this study, the cytoplasmic and nuclear fractions were separated using a subcellular protein fractionation kit (Thermo Scientific 78840). The control cytoplasmic and nuclear fractions were analyzed using antibodies specific for tubulin and histone3, respectively. **C** USP1 and TAZ proteins were found to be associated in HLF cells by a coimmunoprecipitation (Co-IP) assay. **D** The wild-type and truncated TAZ constructs are shown in a schematic diagram. **E** An immunoblot demonstrating the interaction between USP1 and WT TAZ or truncated TAZ, as assessed by Co-IP with USP1 (with an anti-Flag antibody). **F**, **I** Western blotting were used to measure TAZ and USP1 protein levels in HLF and HEK293 cells treated as indicated. MG132 (10 μM) was applied to the cells for 8 h before western blot analysis was performed. **G**, **H** USP1 depletion decreased the TAZ protein half-life in HLF cells. Cells were treated with 100 μmol/L CHX for the indicated time periods before being collected for western blot analysis. **H** Quantitative analysis of the half-life of the TAZ protein. **J**, **K** USP1 prolonged the TAZ protein half-life in HEK293 cells. Cells were treated with 100 μmol/L CHX for the indicated time periods before being collected for western blot analysis. **K** Quantitative analysis of the half-life of the TAZ protein. All the results are representative of 3 independent experiments. The data are presented as the means ± SDs. **P < 0.01 (Student’s *t* test).

### USP1 regulates TAZ protein stability by inhibiting K11-linked polyubiquitination of TAZ

USP1 is a member of the USP family of deubiquitinating enzymes; thus, we then evaluated whether USP1 can regulate the polyubiquitination level of the TAZ protein. We demonstrated that USP1 depletion increased the total polyubiquitination level of TAZ in HLF cells via endogenous proteins (Fig. 6A). A polyubiquitination assay in HEK293 cells revealed that USP1 overexpression decreased the total polyubiquitination level of TAZ (Fig. 6B). Eight different types of polyubiquitination linkages have been reported, seven of which are linked to seven conserved lysine residues, namely, K6 (Lys6), K11 (Lys11), K27 (Lys27), K29 (Lys29), K33 (Lys33), K48 (Lys48), and K63 (Lys63) [27]. Subsequently, we further explored which subtypes of ubiquitin chains are involved in TAZ modification and are regulated by USP1. Our research showed that USP1 depletion specifically increased K11-linked ubiquitination (Fig. 6C). In addition, these results were validated via ubiquitin-based immunoprecipitation assays in HLF and HEK293 cells, as indicated (Fig. 6D–F). Collectively, these data indicate that USP1 regulates TAZ protein stability by reducing the K11-linked polyubiquitination of TAZ.

**Fig. 6:**
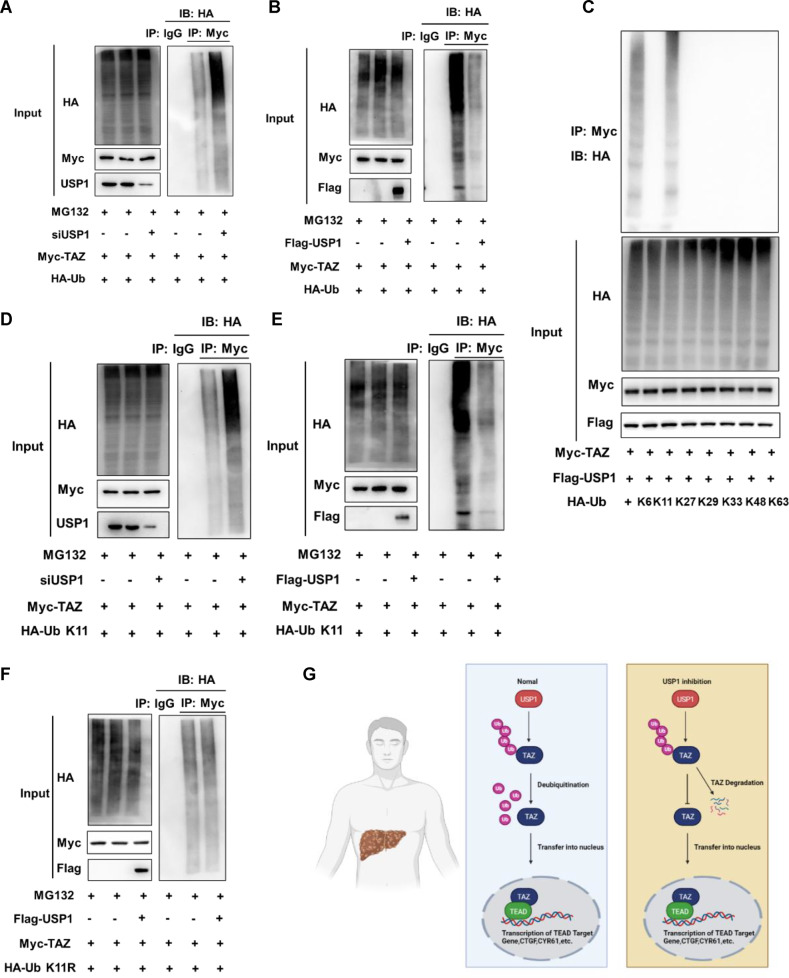
USP1 regulates TAZ protein stability by inhibiting K11-linked polyubiquitination of TAZ. **A** Western blot analysis of polyubiquitinated TAZ was performed after coimmunoprecipitation (Co-IP) in HLF cells treated as indicated. **B**, **C** Western blot analysis of polyubiquitinated TAZ was performed after coimmunoprecipitation in HEK293 cells treated as indicated. **D**, **E** Western blot analysis of K11 linkage-specific polyubiquitinated TAZ was performed after coimmunoprecipitation in HLF or HEK293 cells treated as indicated. **F** Western blot analysis of K11R linkage-specific polyubiquitinated TAZ was performed after coimmunoprecipitation in HEK293 cells treated as indicated. **G** The hypothetical mechanistic model of USP1-regulated Hippo signaling in HCC progression. The USP1 associates with TAZ and decreases TAZ protein degradation via K11-linked polyubiquitination of TAZ, which increases Hippo/TAZ axis activation and enhances malignant progression in HCC cells. All the results are representative of three independent experiments.

## Discussion

In our research, by screening a DUB siRNA library, we discovered a novel member of the deubiquitinase family, USP1. This enzyme is a critical endogenous modulator of the Hippo/TAZ axis that promotes hepatocellular carcinoma. USP1 expression was elevated in human hepatocellular carcinoma and associated with poor survival in hepatocellular carcinoma patients. In addition, when we further analyzed the correlation of USP1 expression with that of classical downstream genes of the Hippo signaling pathway in the TCGA database with *p* < 0.001 as the threshold, we found that USP1 had significant positive correlations with 44 genes, including AMOTL2, ASAP1, CCN1 (CYR61), and CCN2 (CTGF), which exactly validated our DUB siRNA library screening results. Moreover, these conclusions were confirmed by RNA sequencing analysis in HLF cells with USP1 depletion. In addition, USP1 inhibition caused cell growth inhibition and decreased the cell migration capacity. Further results revealed that USP1 was required for Hippo/TAZ axis activity and HCC progression. Furthermore, USP1 interacted with the WW domain of TAZ, which subsequently enhanced TAZ stability by inhibiting its K11-linked polyubiquitination. Our research revealed a novel mechanism linking USP1 and TAZ in Hippo pathway regulation and one possible therapeutic target for HCC (Fig. 6G). Based on these findings, we propose that pharmaceutically targeting USP1 function or inhibiting USP1 expression may be effective in suppressing Hippo/TAZ-driven hepatocellular carcinoma.

The Hippo signaling pathway is thought to function as a major tumor suppressor pathway by inhibiting hepatocyte proliferation, survival, and invasion and hepatocellular carcinogenesis. HCC samples showed increased expression of the Hippo pathway effectors YAP and TAZ [7], which is associated with poor overall survival; for example, TAZ plays an essential role in c-MYC-induced hepatocarcinogenesis [28]. Furthermore, hepatocyte plasticity and differentiation-specific hepatocarcinogenesis are determined by Yap-Sox9 signaling [29]. In addition, under hypoxic stress, YAP can associate with the HIF-1α protein and maintain its stability to enhance glycolysis in hepatocellular carcinoma [21]. Therefore, targeting the Hippo signaling effectors YAP/TAZ could be a promising therapeutic direction for hepatocellular carcinoma.

The ubiquitin‒proteasome system (UPS) is one of the most important pathways in regulating protein degradation [30]. Ubiquitination is a reversible process whereby ubiquitin molecules bind to target proteins for proteasomal degradation through an enzymatic cascade of ubiquitin-activating enzymes (E1), ubiquitin-binding enzymes (E2), and ubiquitin ligases (E3) via ATP. Ubiquitin signaling is regulated by deubiquitinating enzymes, which cleave the ubiquitin chain or remove ubiquitin moieties from modified substrates, thereby reversing the ubiquitination of the target proteins. Deubiquitinating enzymes are extensively implicated in the regulation of cellular functions, including proteasome/lysosome-associated protein degradation, cell cycle regulation, DNA repair, kinase activation, and gene expression [31], which play a vital role in tumor-based diseases and can be used as potential diagnostic and therapeutic targets for cancer.

Previous research has indicated that ubiquitination-mediated regulation plays an important role in the activation and inactivation of the Hippo signaling pathway [7]. According to Jianing Tang et al., USP26 and TAZ form a complex that decreases TAZ ubiquitination levels and regulates anaplastic thyroid cancer progression [32]. Furthermore, our previous studies verified that OTUB1 and DUB1 promote gastric cancer cell progression and invasion by positively regulating Hippo signaling [22, 33]. OTUB1 was found to interact with YAP and subsequently inhibit YAP degradation. In contrast, USP36 repressed Hippo signaling by regulating TAZ protein ubiquitination levels in gastric cancer. However, deubiquitinating enzymes that regulate Hippo signaling pathway activity have not been systematically explored in hepatocellular carcinoma.

To systematically explore the critical DUBs in the modulation of Hippo signaling activity, we employed one DUB siRNA library (Dharmacon Company, Cat: G104705) containing 100 siRNAs targeting each DUB to screen for important DUBs. We identified USP1 as a novel effector of TAZ stability and hepatocellular carcinoma progression. This finding identified not only novel endogenous modulators of Hippo signaling but also promising therapeutic targets in the Hippo/TAZ pathway in hepatocellular carcinoma. Moreover, USP1 is reportedly a promising target for regulating the progression of hepatocellular carcinoma. According to Yuning Liao et al., the stability of the RPS16 protein is regulated by USP1 and is critical to hepatocellular carcinoma cell growth and metastasis [34]. Consistent with their findings, our TCGA data analysis revealed that USP1 expression was elevated in HCC and associated with poor survival in HCC patients. In addition, this conclusion was confirmed by RNA sequencing analysis in HLF cells (GSE218366). The volcano plot indicated that USP1 depletion significantly facilitated the expression of classical Hippo pathway target genes, including CTGF and CYR61. In addition, Hippo signaling was largely affected by USP1 depletion, according to KEGG pathway analysis, and these results were confirmed by GSEA. Moreover, the expression of USP1 was positively associated with TAZ protein expression, according to our analysis of HCC clinical samples. Considering these results collectively, we propose that USP1 could be a positive regulator of the Hippo/TAZ axis in human hepatocellular carcinoma.

There are, however, still many unknowns regarding the specific roles of USP1 in HCC progression and its underlying mechanisms. According to Mussell et al. [23], USP1 and TAZ form a complex that affects TAZ ubiquitination and is associated with breast cancer metastasis. Furthermore, Yuan et al. [24] also reported that osteosarcoma progression is suppressed by USP1 inhibition via destabilization of TAZ. Consistent with their findings, dual-luciferase reporter assays, immunofluorescence assays, cycloheximide assays and polyubiquitination assays, etc., revealed that USP1 was required for Hippo/TAZ axis activity. USP1 interacted with the WW domain of TAZ, which subsequently enhanced TAZ stability by inhibiting K11-linked polyubiquitination of TAZ. In our study, we proposed a regulatory link between USP1 and the Hippo/TAZ pathway and a potential target for HCC treatment.

## Conclusions

We identified USP1 as an oncogene in hepatocellular carcinoma. We revealed that USP1 expression was promoted in hepatocellular carcinoma and associated with poor survival. USP1 interacted with the TAZ protein and suppressed its K11-linked polyubiquitination in hepatocellular carcinoma cells. As USP1 modulates Hippo signaling, modulating its activity or gene expression level is a promising strategy for the treatment of hepatocellular carcinoma.

## Supplementary information

USP1-TAZ original WB data

Supplemental figure legends

aj-checklist

supplementary figure 1

supplementary figure 2

supplementary figure 3

## Data Availability

The RNA sequencing data have been deposited in the Gene Expression Omnibus (GEO) database (GEO: GSE218366). Full and uncropped western blots can be found in the Supplementary Material.

# Supplementary material for: USP1 modulates hepatocellular carcinoma progression via the Hippo/TAZ axis
**Source:** Cell Death Dis. 2023 Apr 12;14(4):264. doi: 10.1038/s41419-023-05777-1

Figure 2

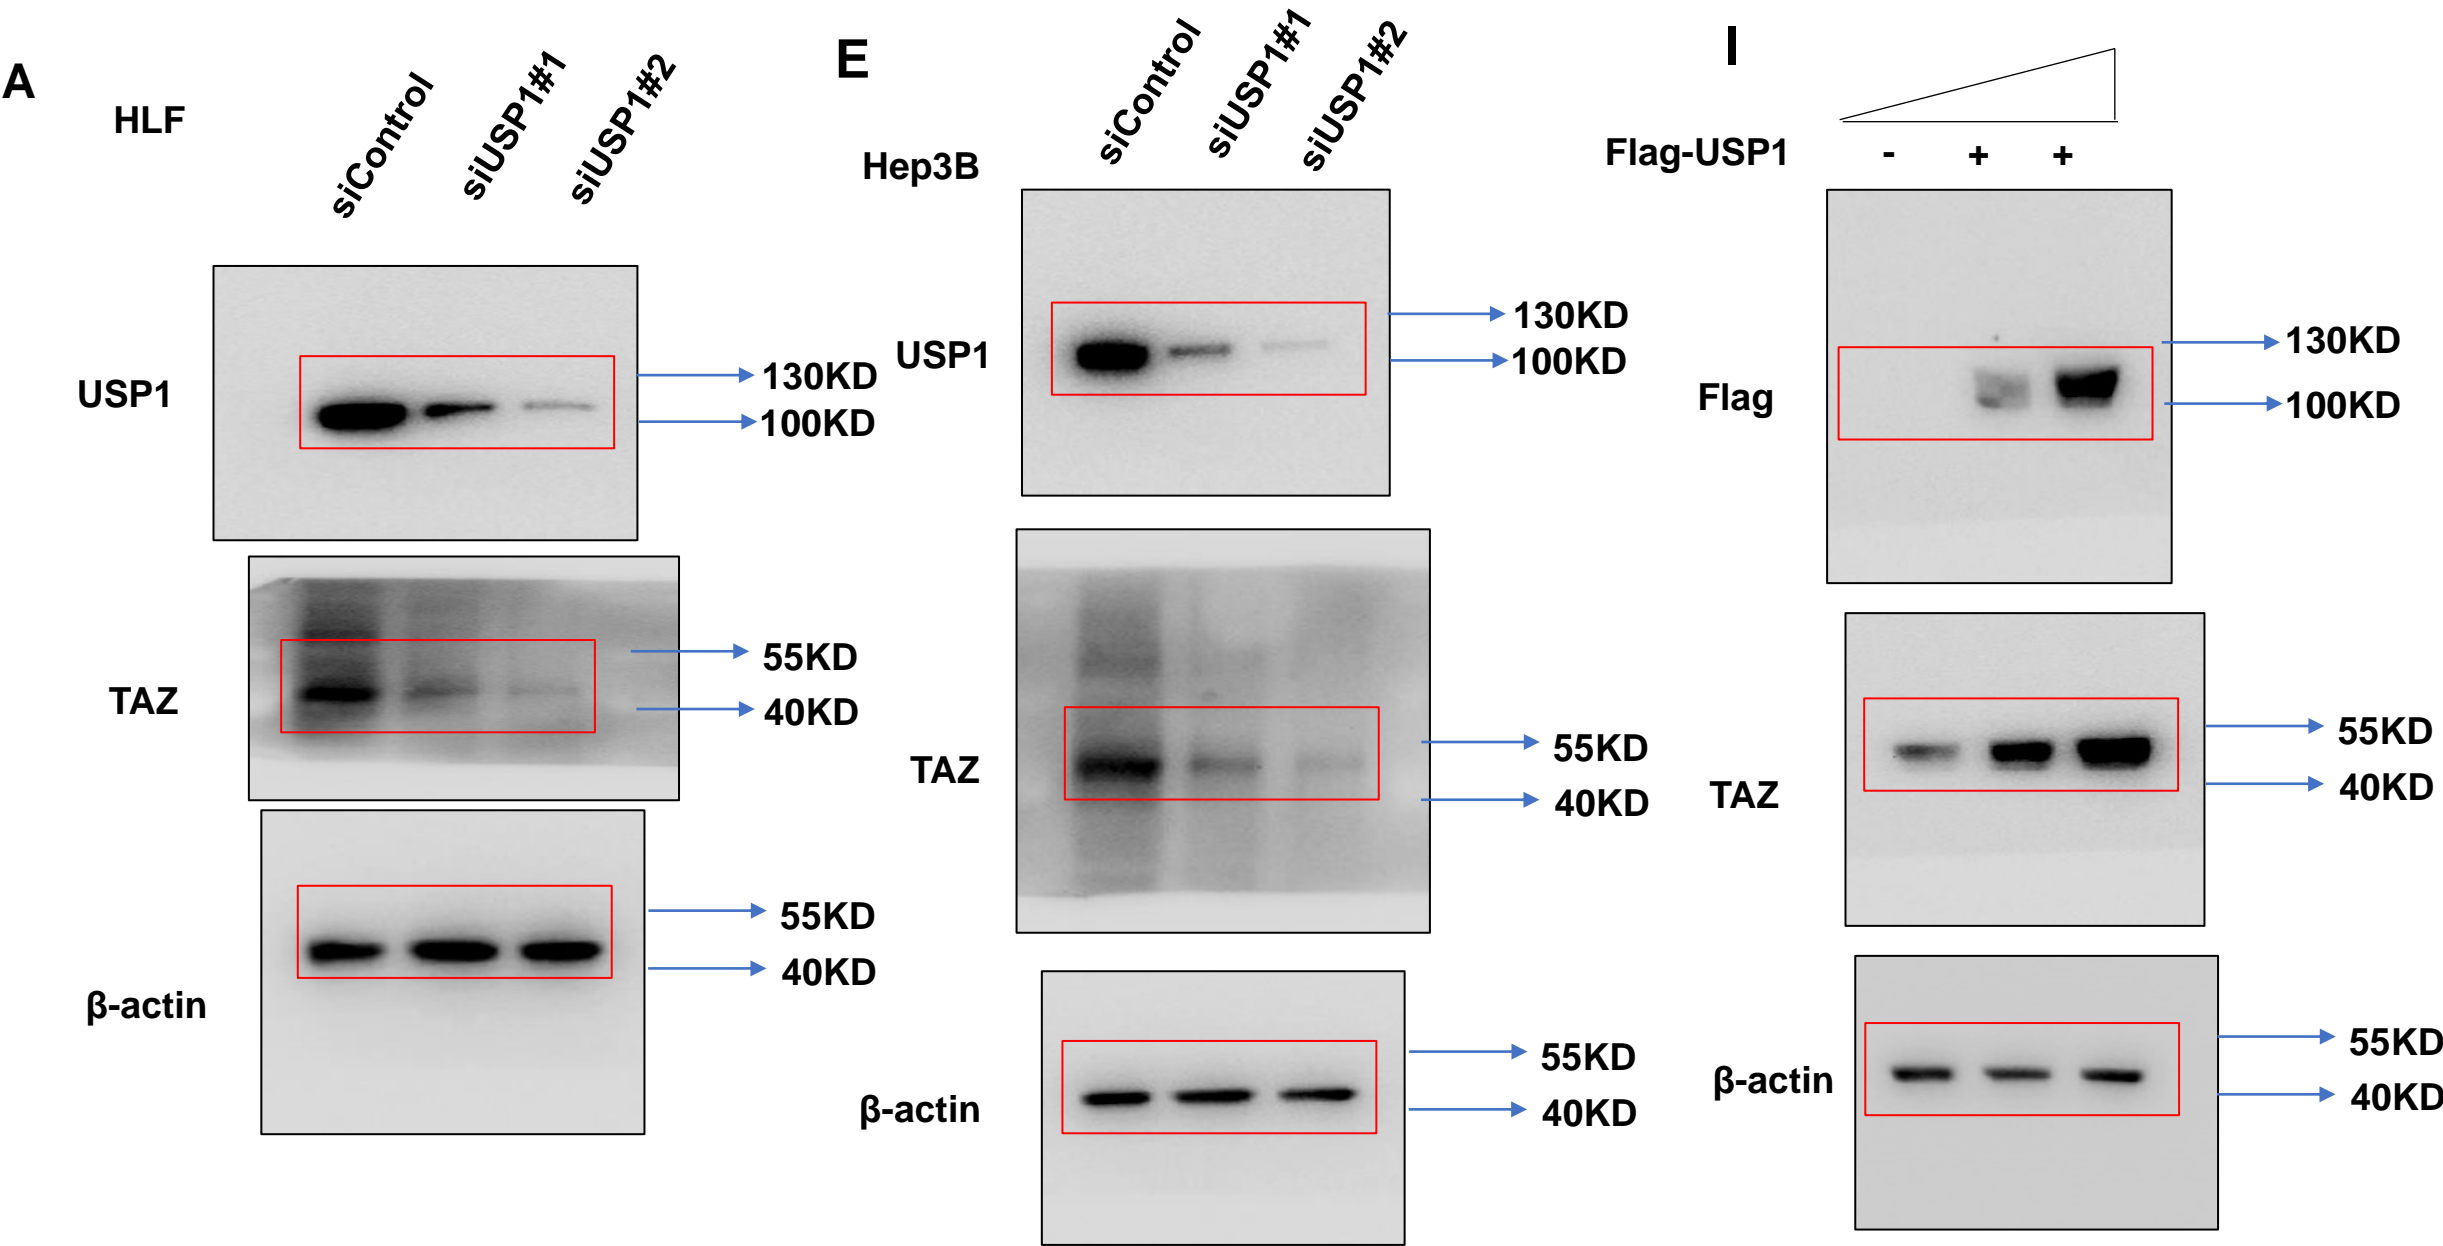

Figure 4

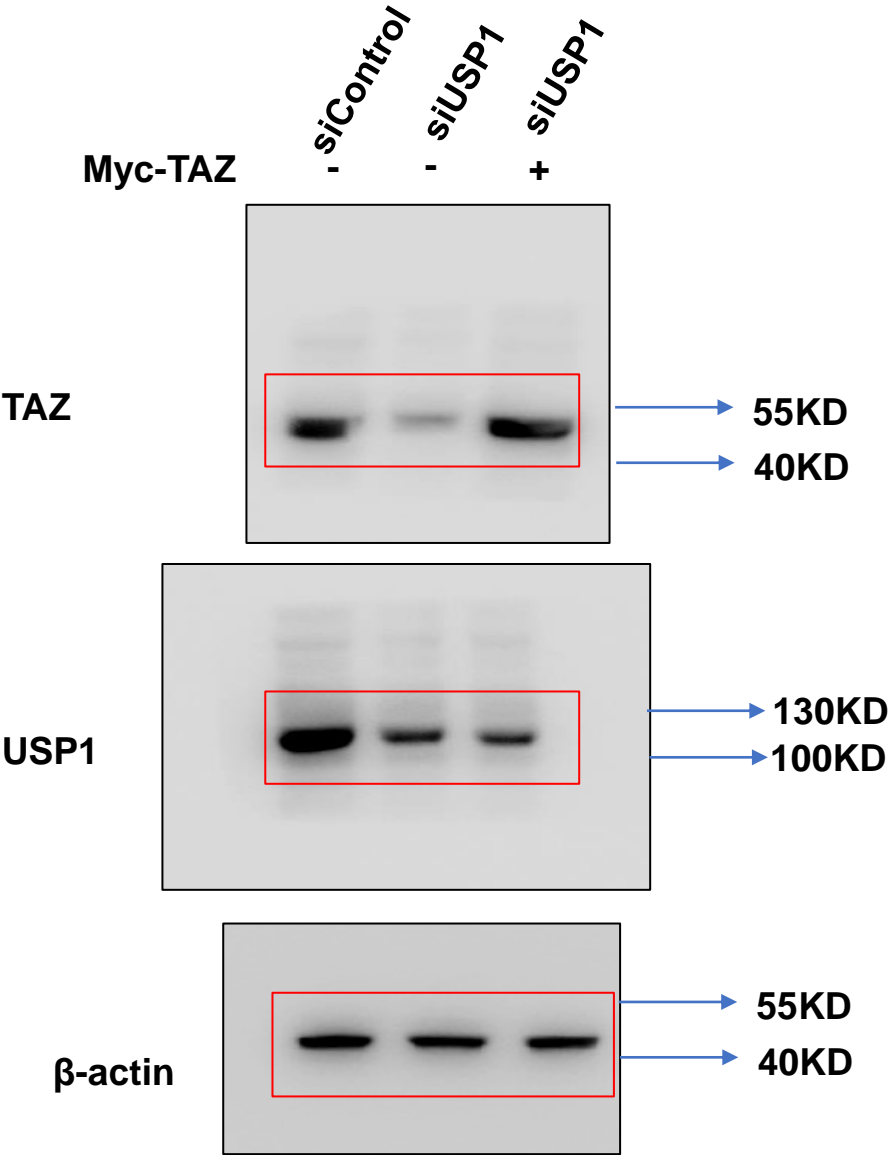

Figure 5

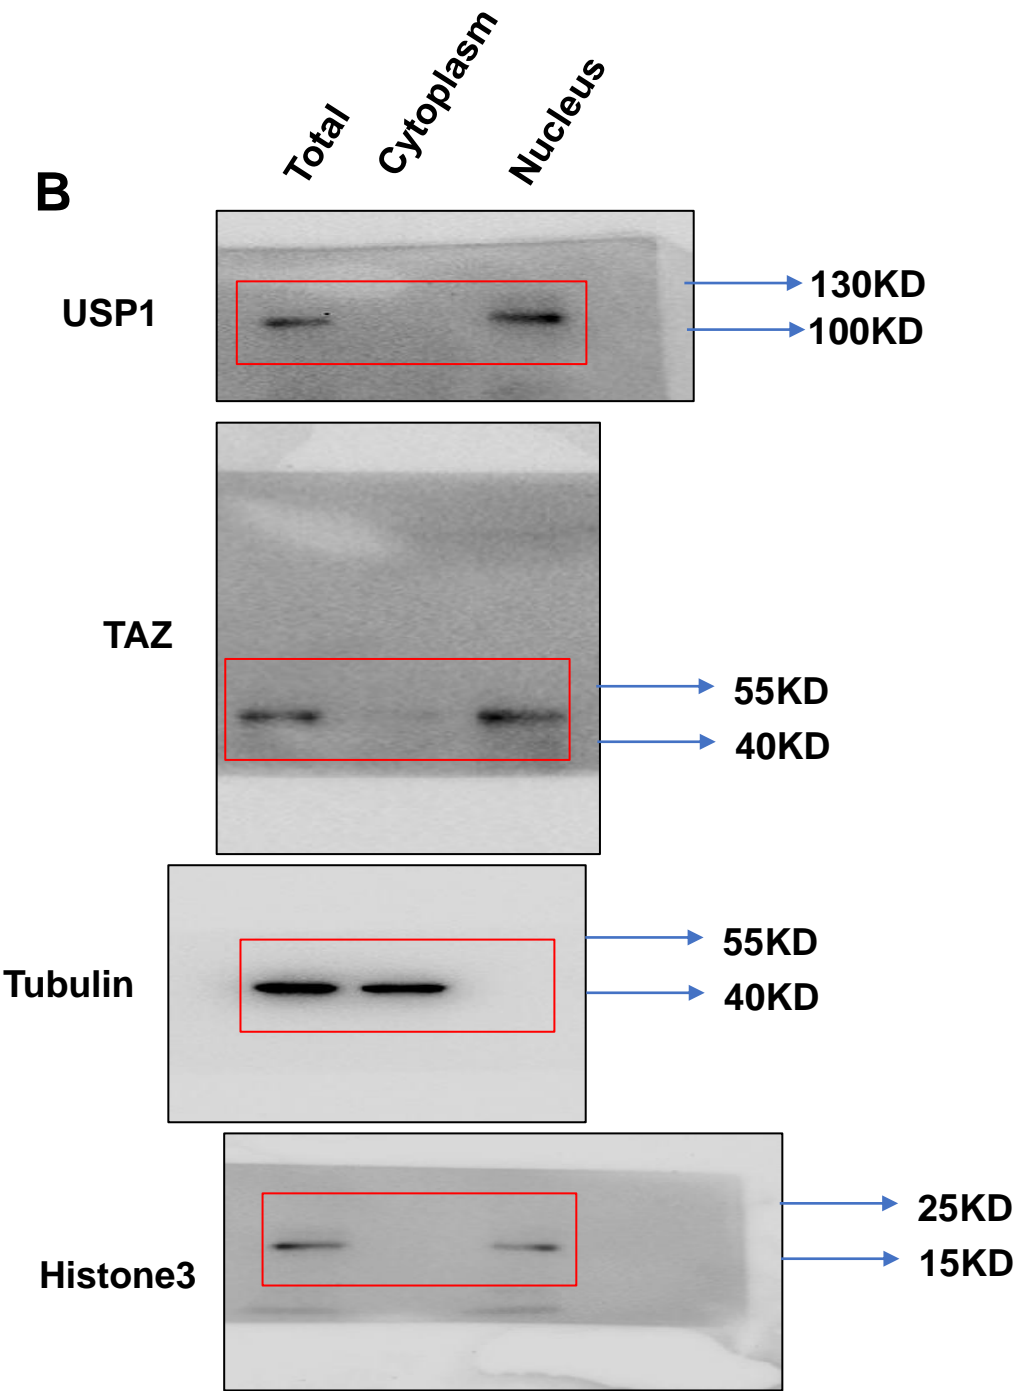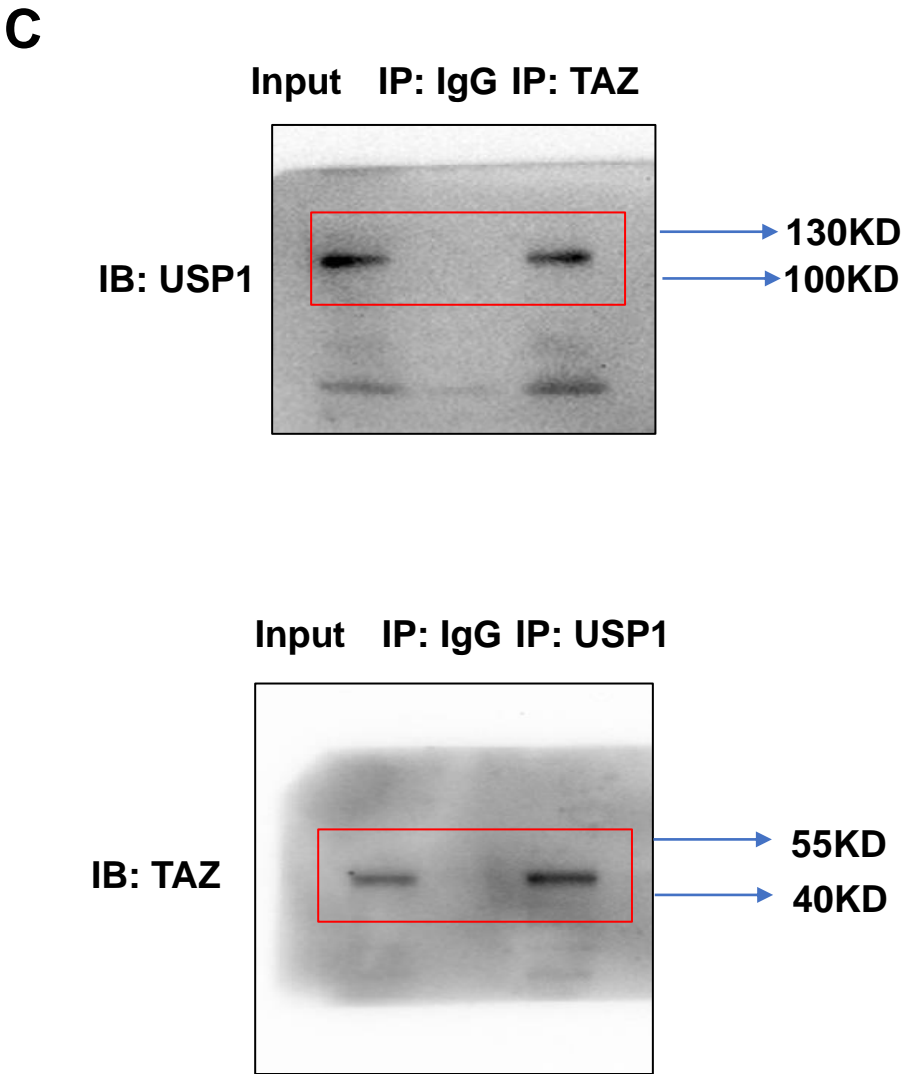

Figure 5 E

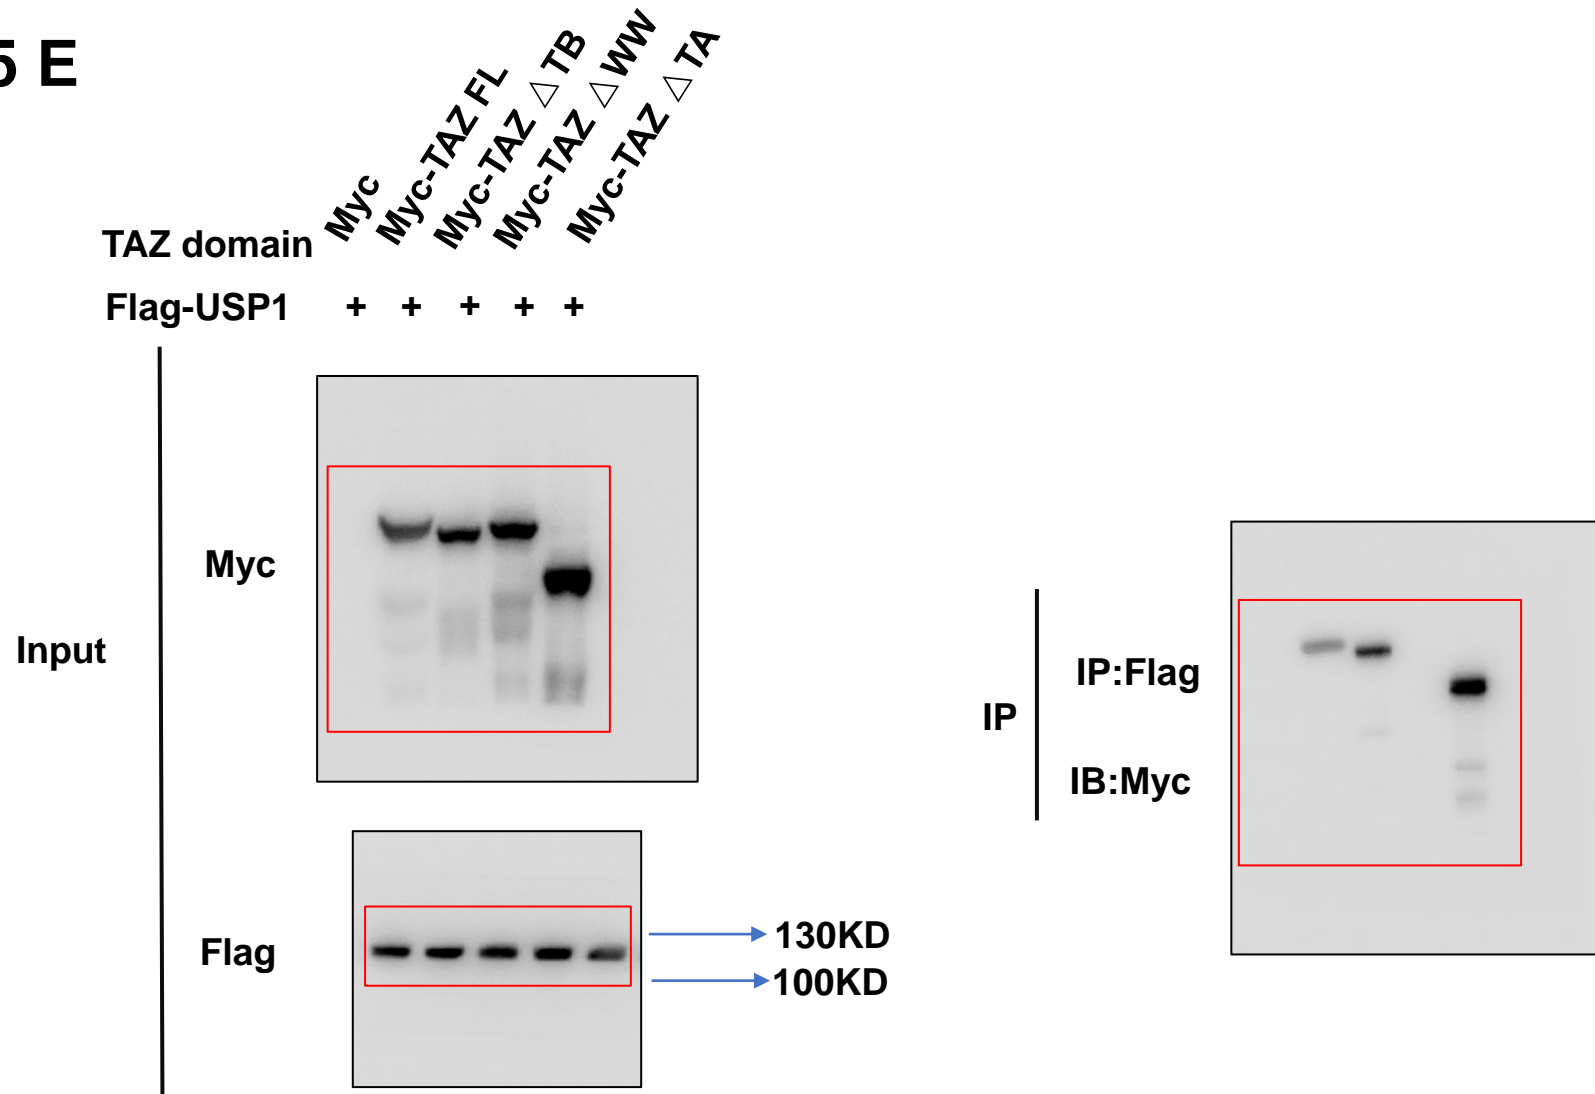

Figure 5 F

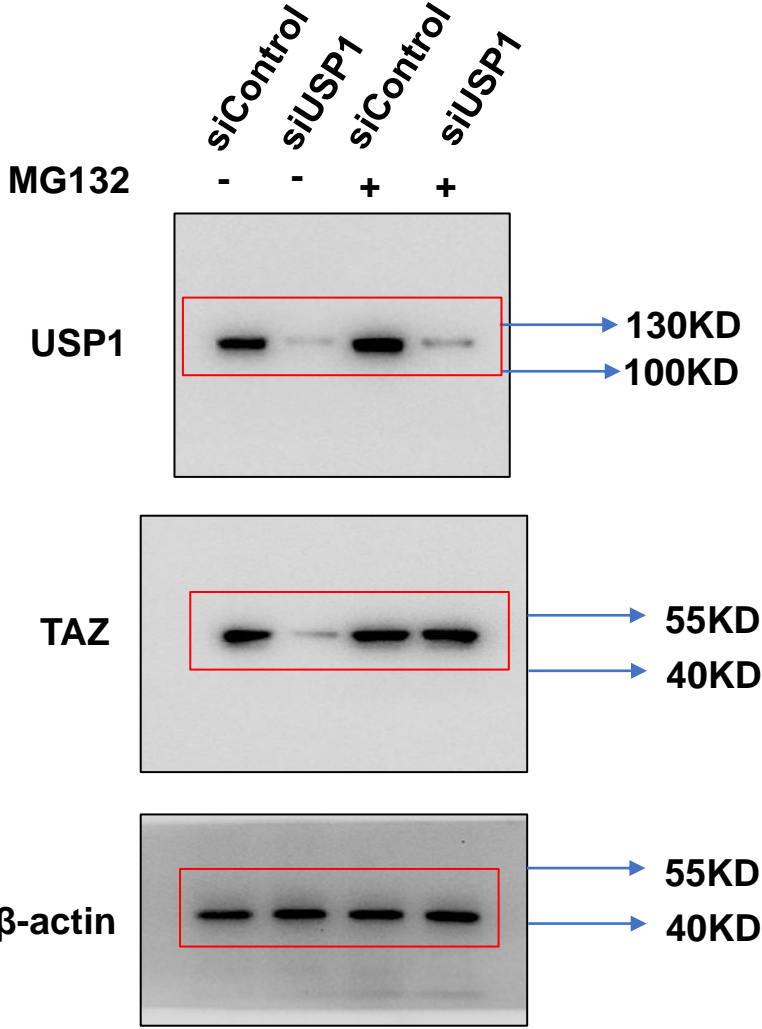

Figure 5 G

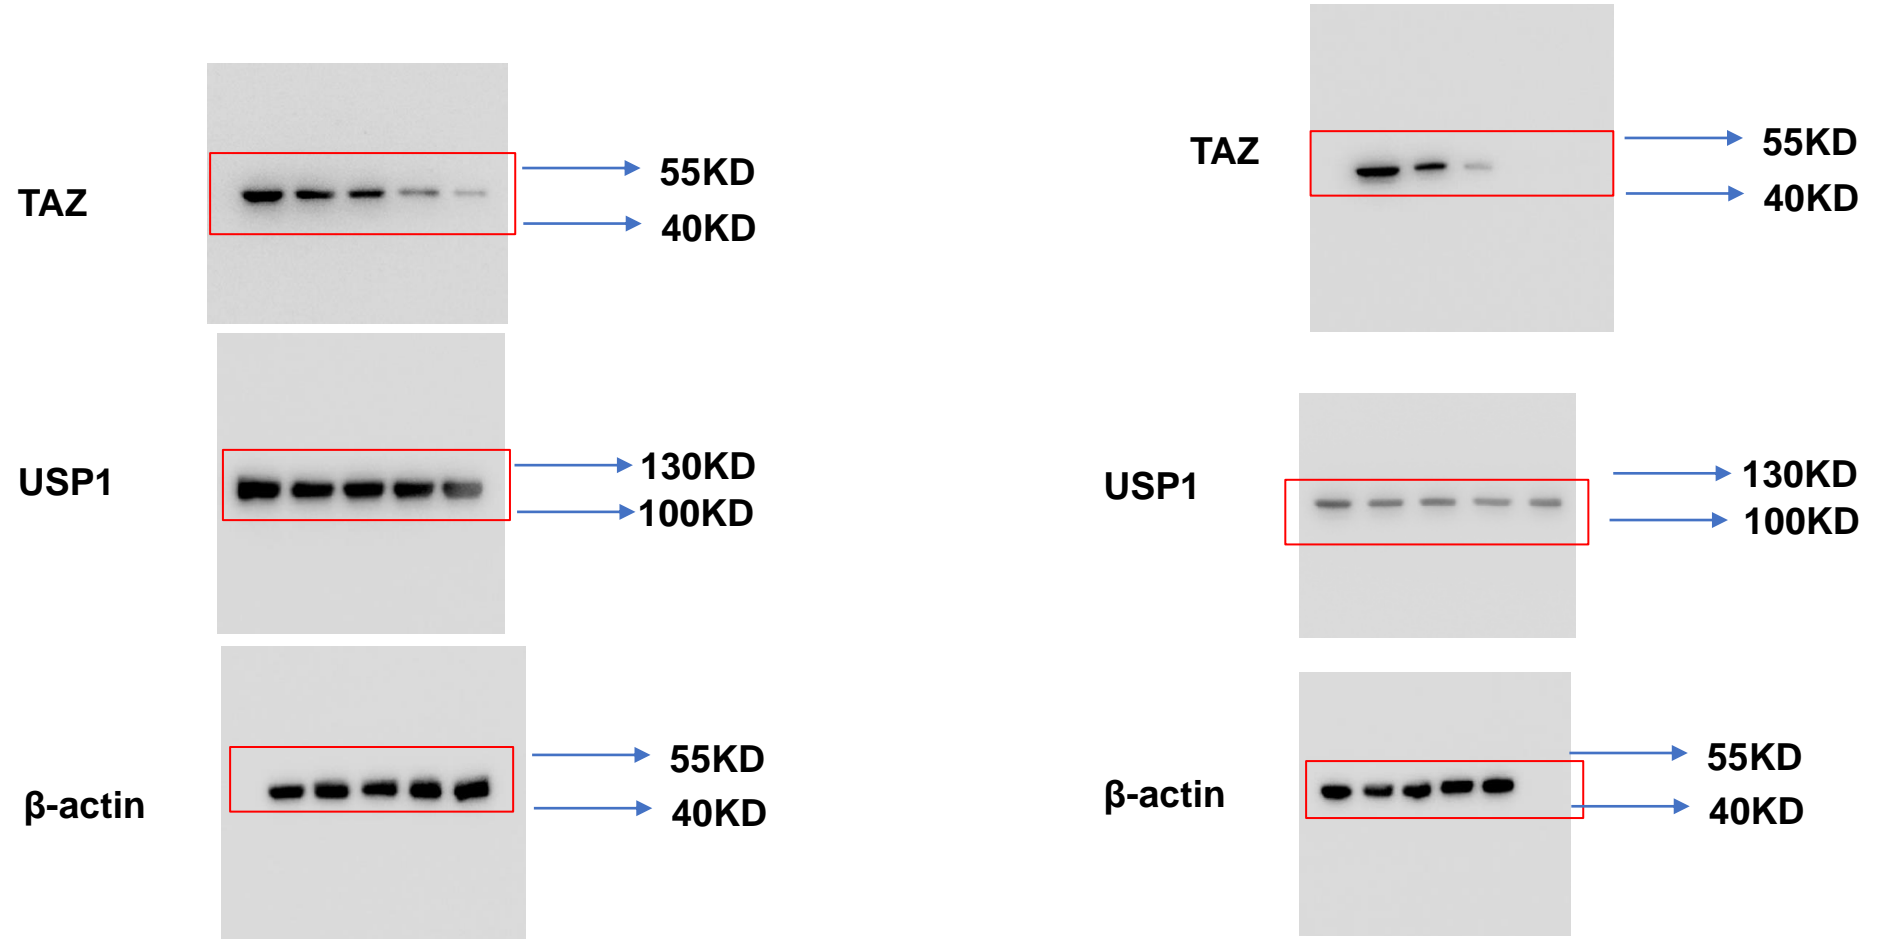

Figure 5 I

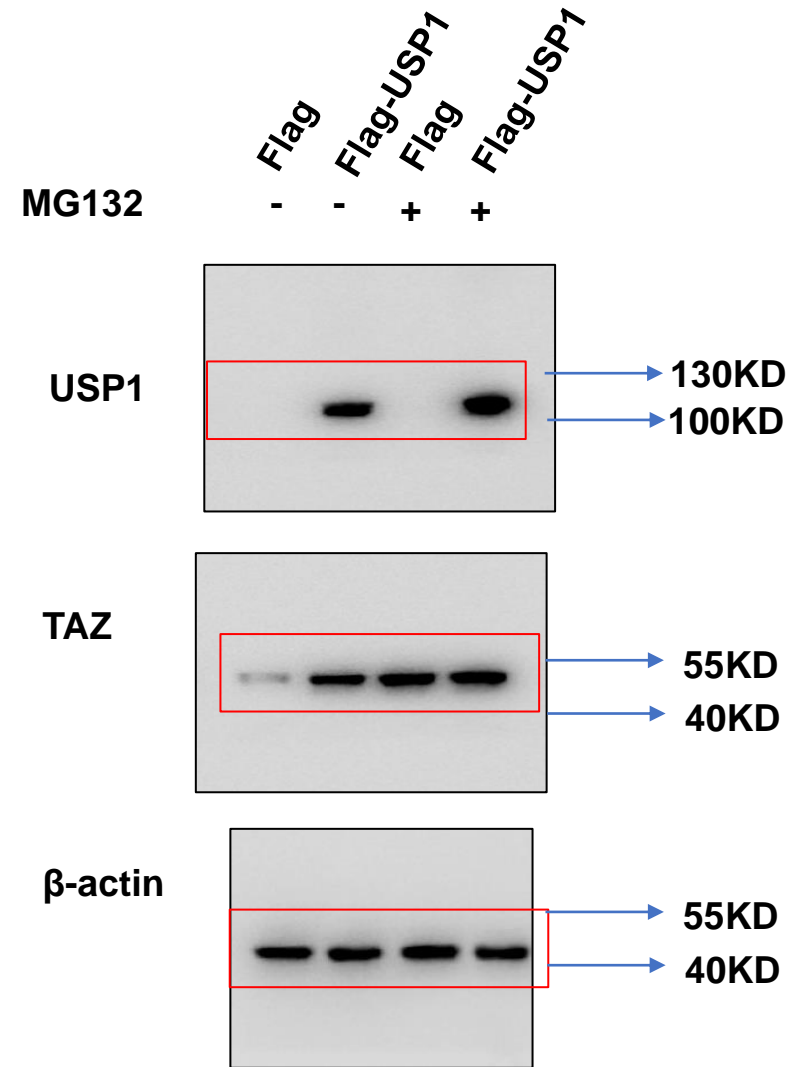

Figure 5 J

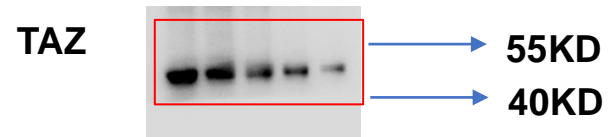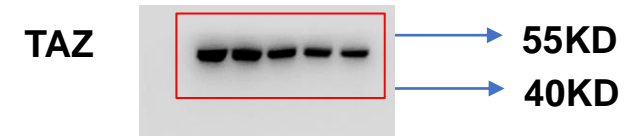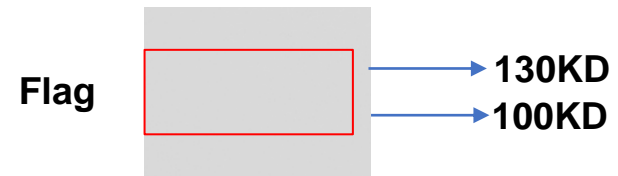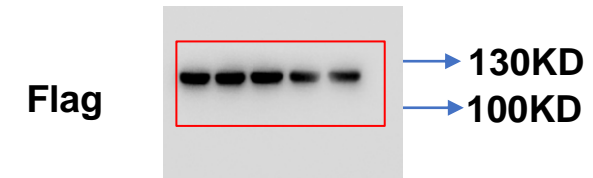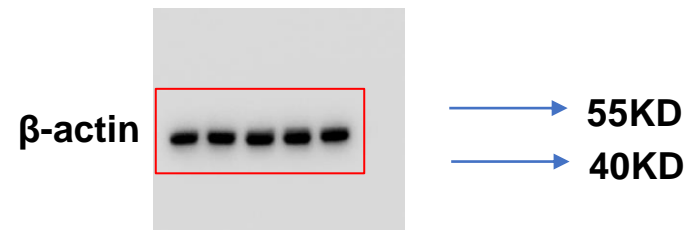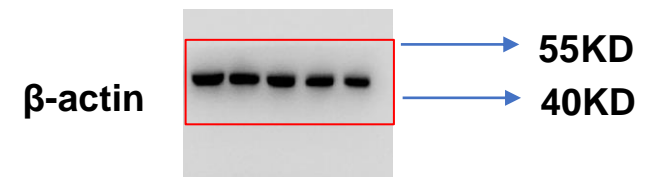

Figure 6 A

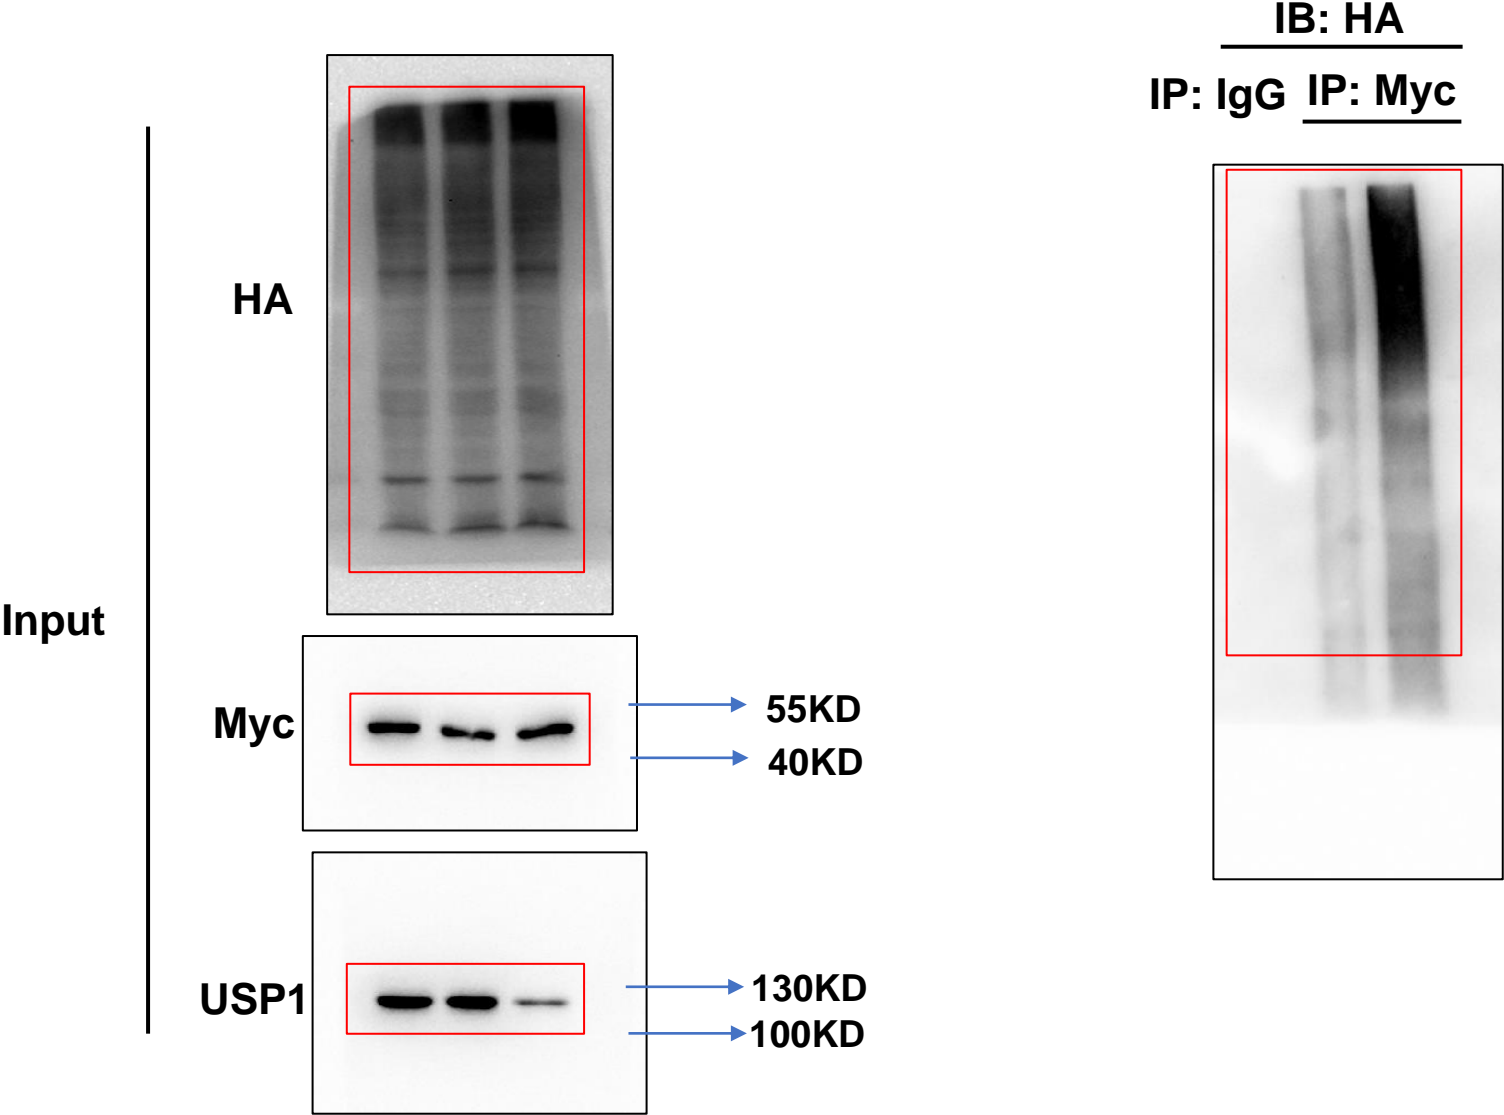

Figure 6 B

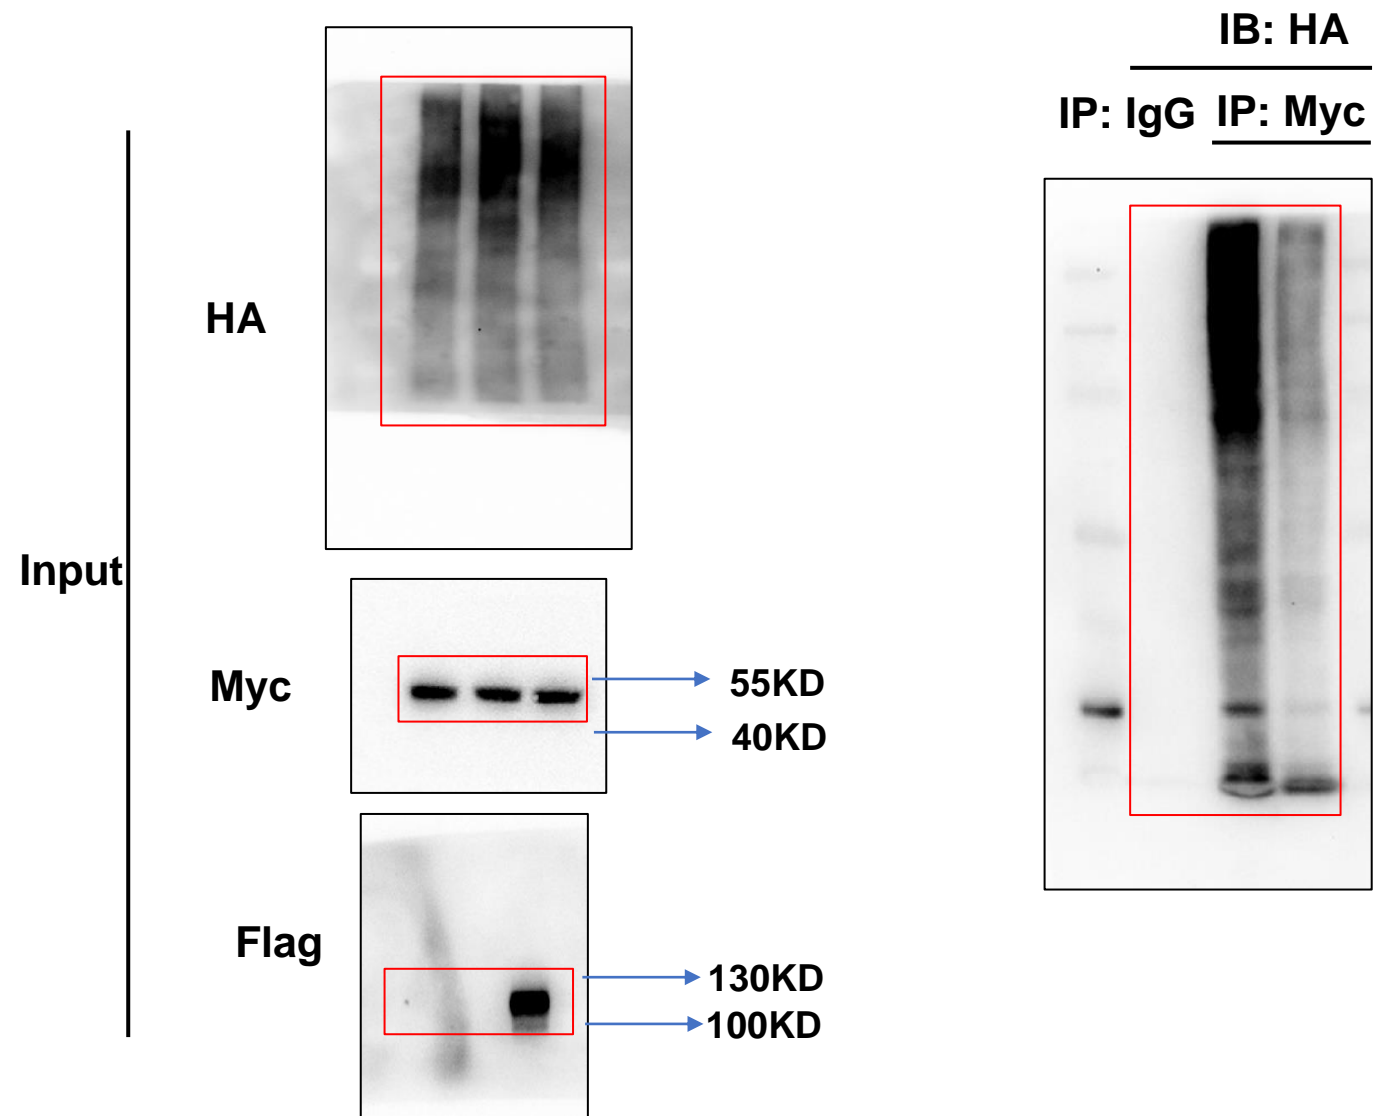

Figure 6 C

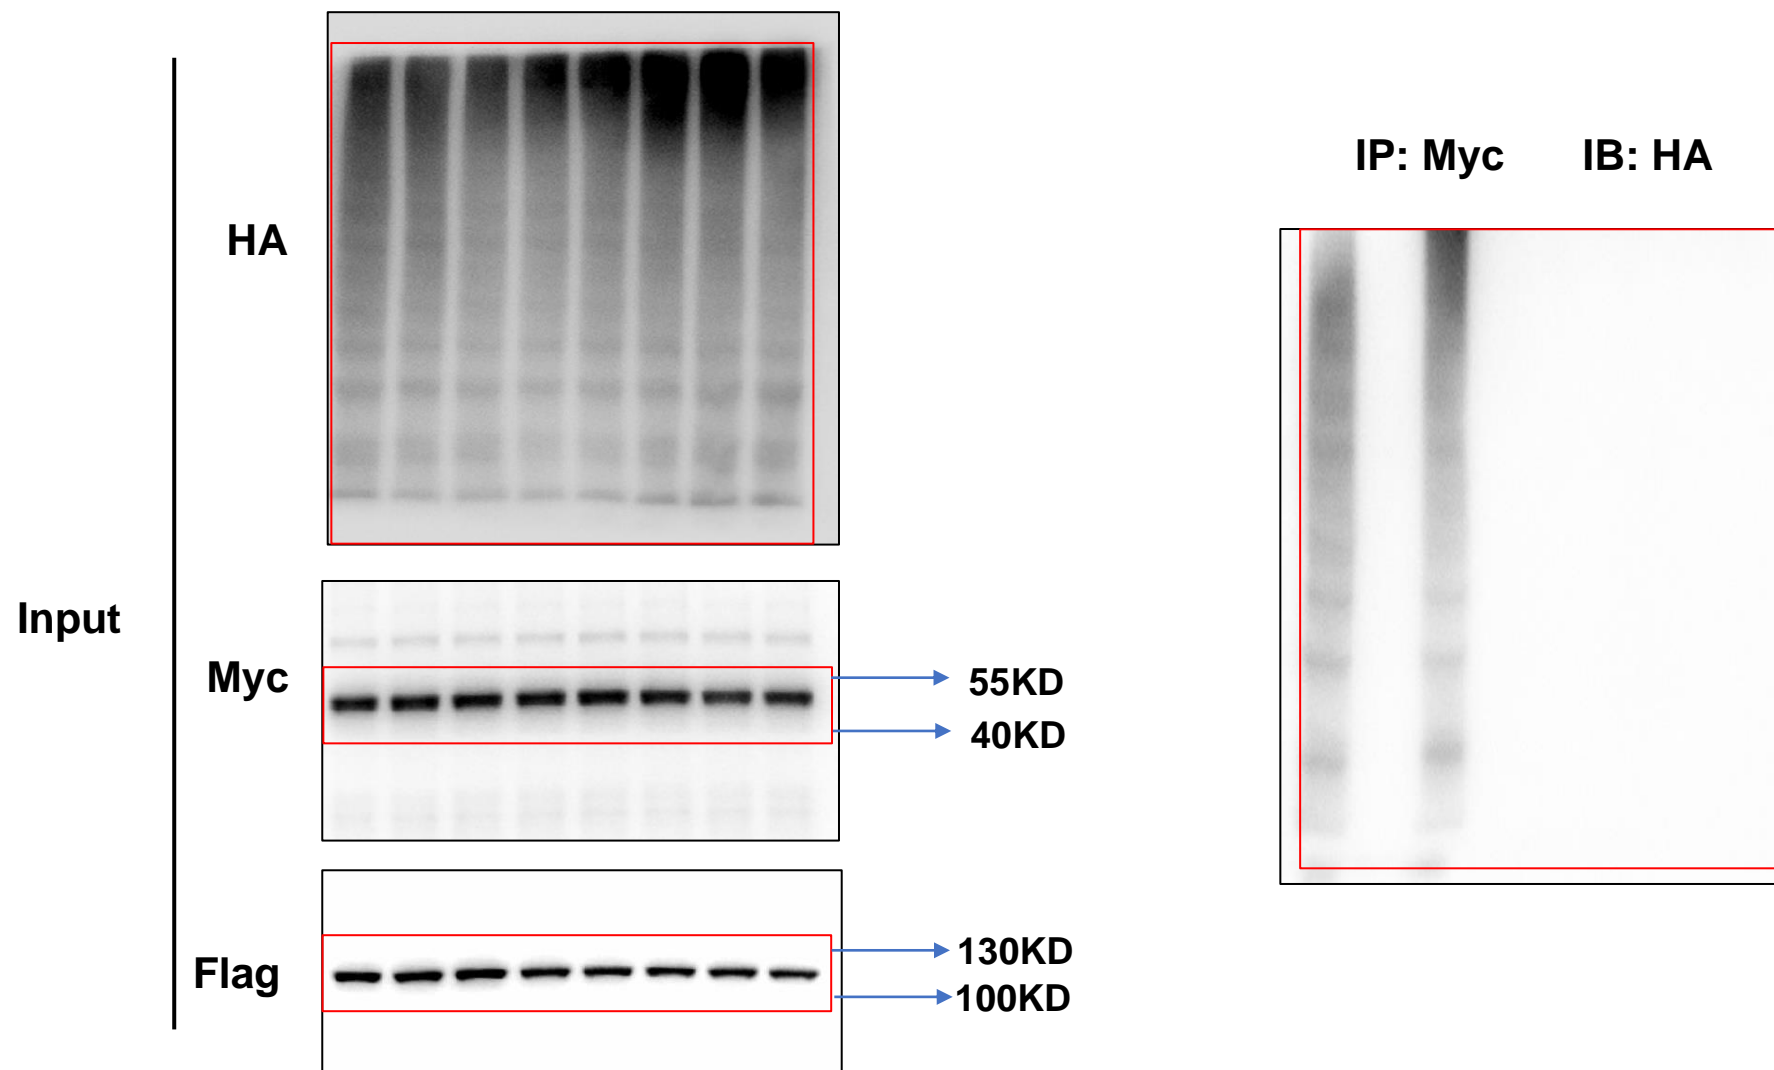

Figure 6 D

Figure 6 E

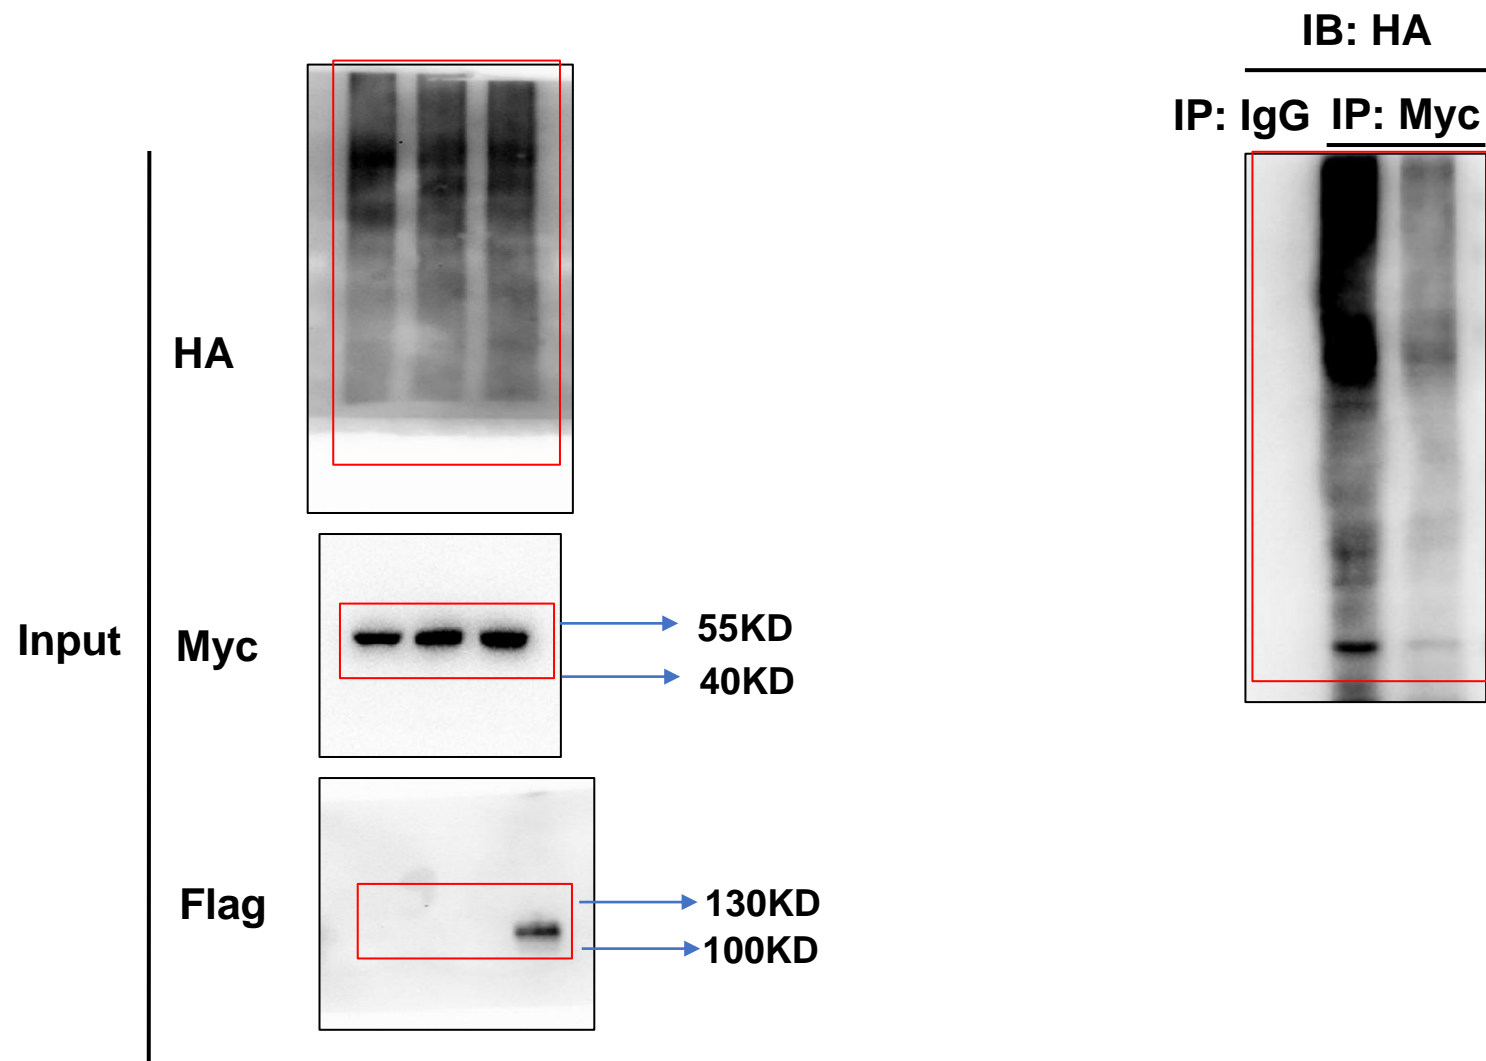

Figure 6 F

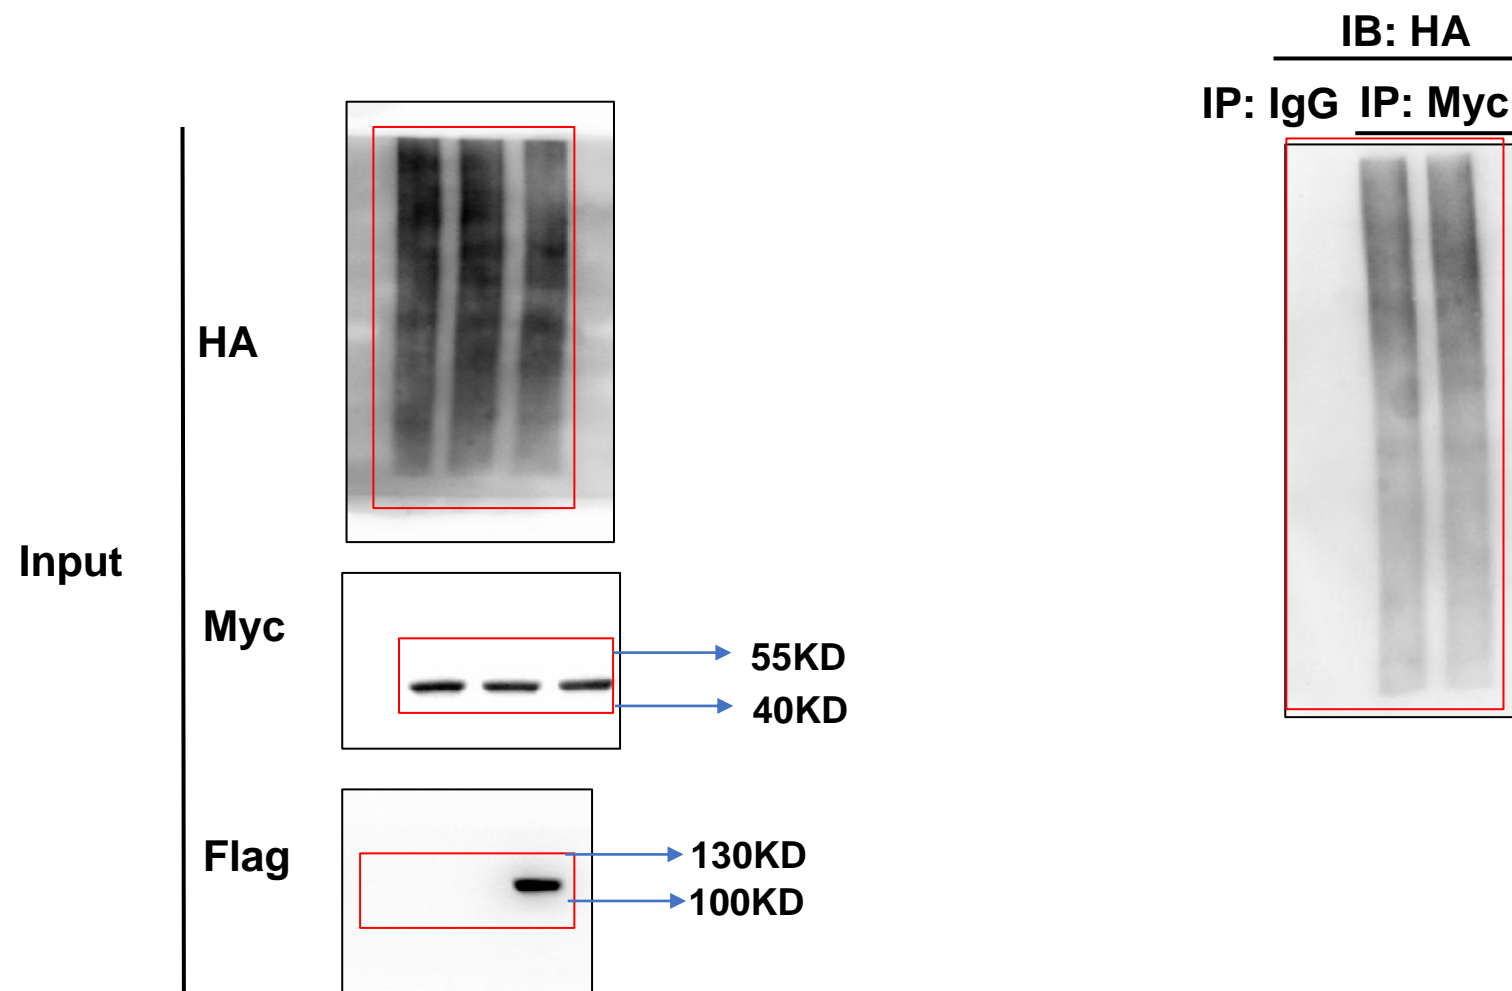

Supplementary figure 1

A

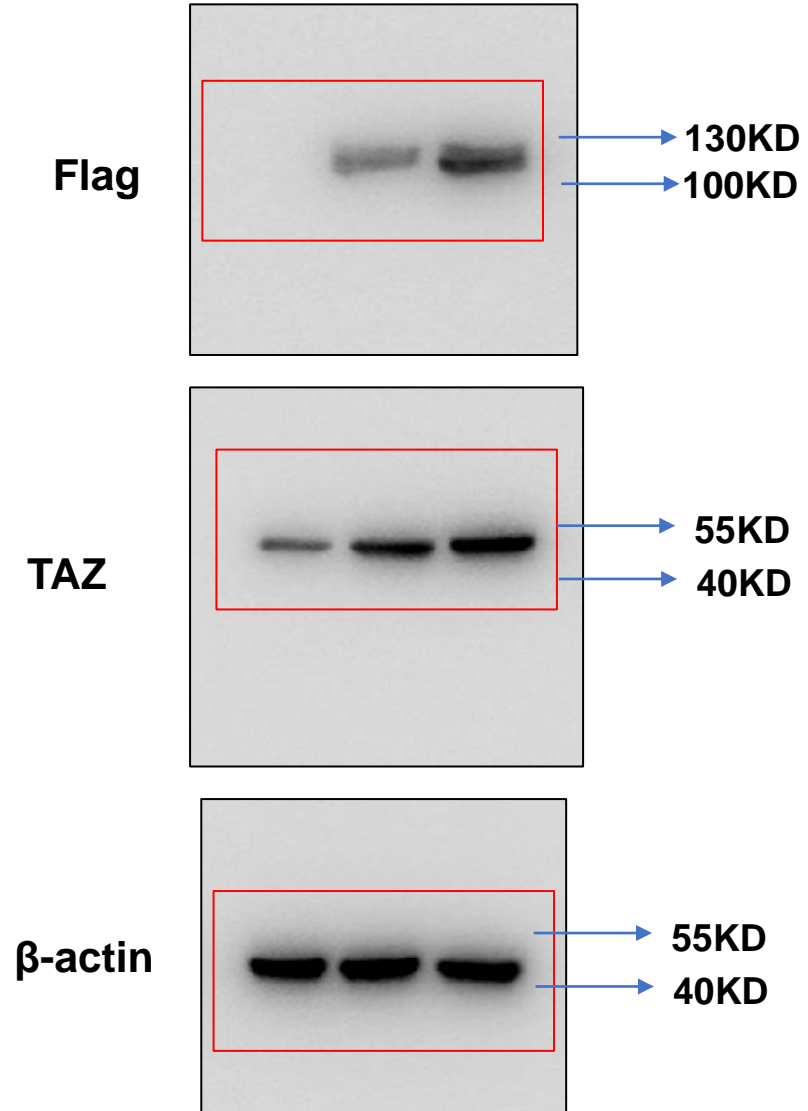

E

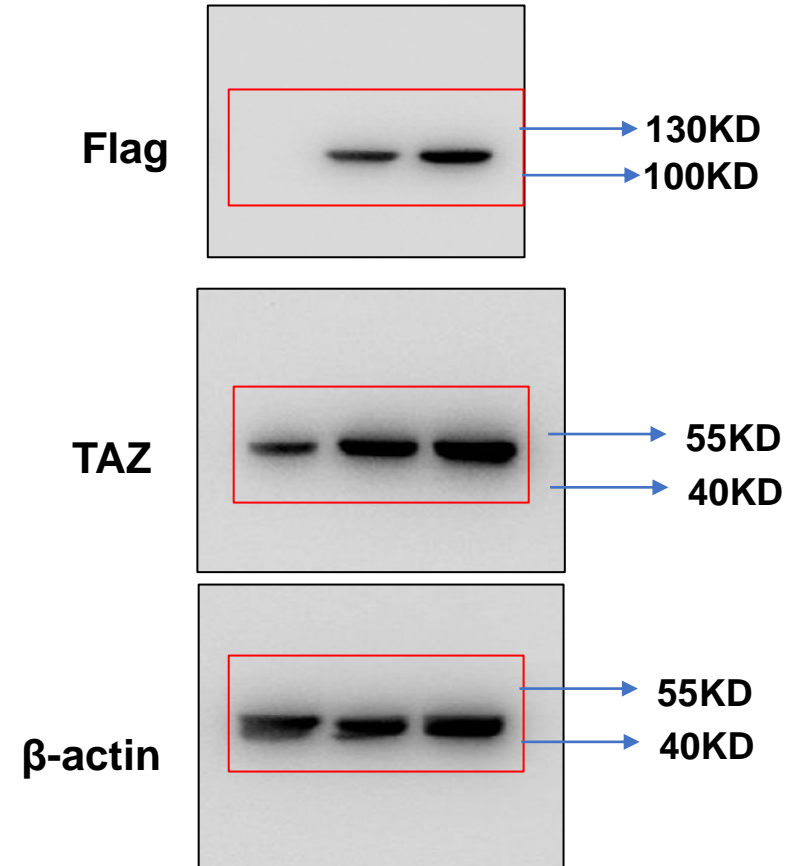

Supplementary figure 2

A

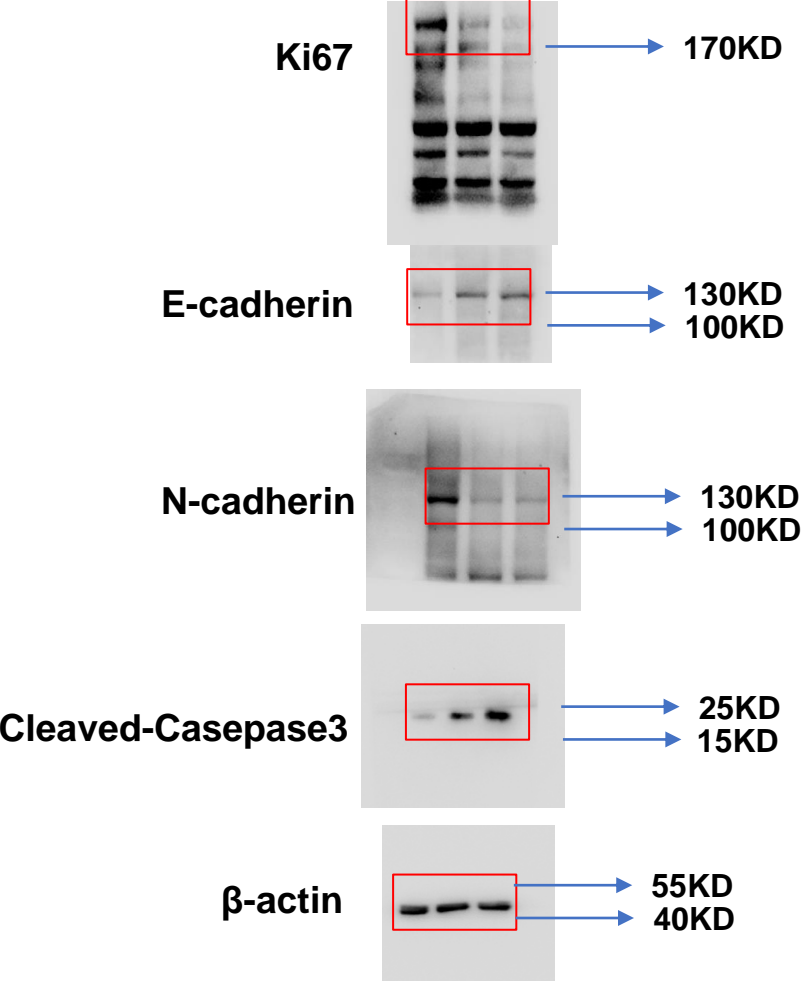

B

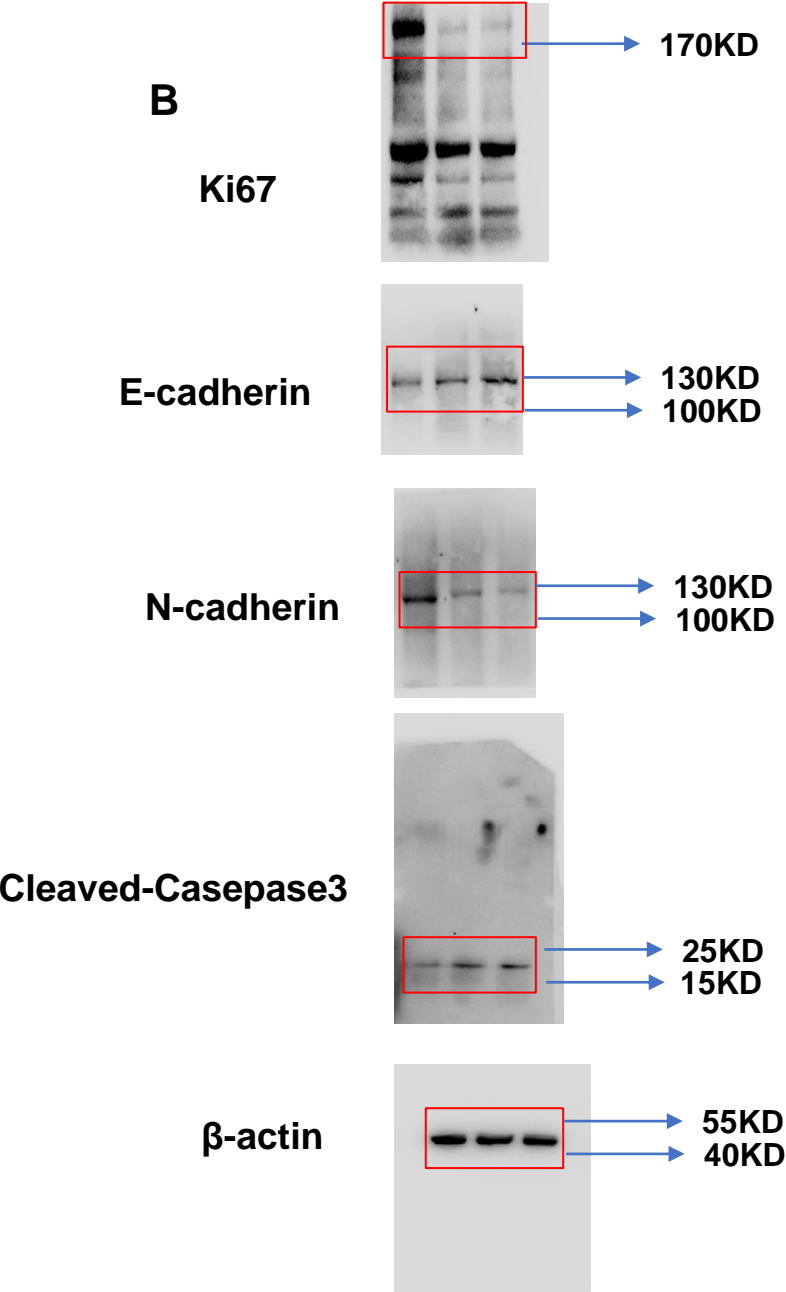

Supplementary figure 3

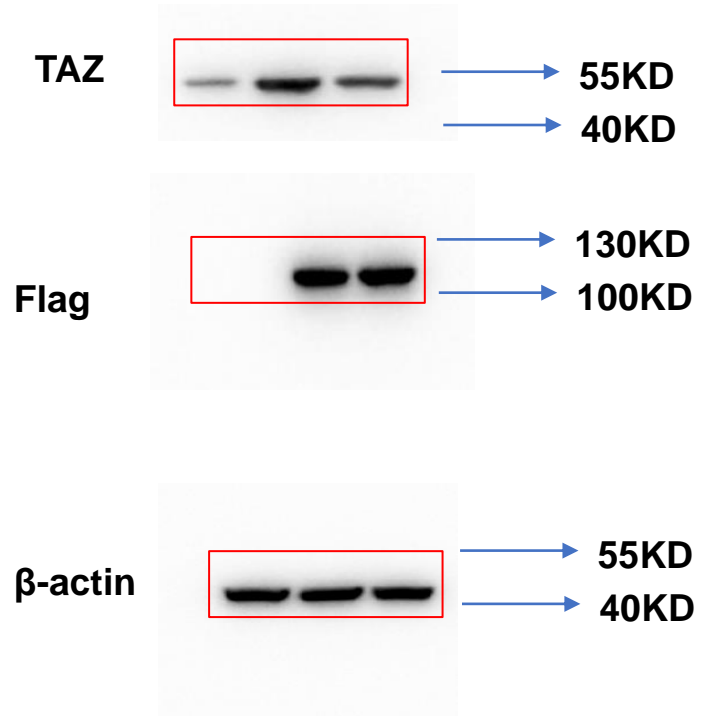

**Supplement:** Supplementary file 1 — USP1-TAZ original WB data

# Supplementary material for: USP1 modulates hepatocellular carcinoma progression via the Hippo/TAZ axis
**Source:** Cell Death Dis. 2023 Apr 12;14(4):264. doi: 10.1038/s41419-023-05777-1
**Supplement:** Supplementary file 2 — Supplemental figure legends

**Supplementary Figure 1**

**USP1 overexpression promotes Hippo/TAZ axis activity in HCC cells**

(A, E) Western blot analysis of USP1 and TAZ expression in HLF and Hep3B cells exposed as indicated. In this study, actin was employed as an internal reference.

(B, F) RT–qPCR results of TAZ mRNA expression in HLF and Hep3B cell lines exposed as indicated.

(C, G) RT–qPCR results of CTGF and CYR61 mRNA expression in HLF and Hep3B cell lines exposed as indicated.

(D, H) In HLF and Hep3B cells exposed as indicated, transcriptional activity of TEAD response elements was measured by a luciferase assay using a reporter containing tandem TEAD-binding sites.

(I, J) A ChIP assay was performed with anti-IgG or anti-TAZ antibody using HLF and Hep3B cells and CTGF mRNA levels were analyzed by quantitative RT-PCR.

(K) The correlation analysis of USP1 and TAZ in HCC (n=371) from TCGA database.

In Panels A-J, the results are representative of three independent experiments. The data are presented as the means ± SDs. ***P*<0.01, ****P*<0.001 (Student’s t test).

**Supplementary Figure 2**

(A-B) Western blot analysis of Ki67, N-cadherin, E-cadherin and Cleaved-casepase3 expression in HLF and Hep3B cells exposed as indicated. In this study, actin was employed as an internal reference.

**Supplementary Figure 3**

**Hepatocellular carcinomas with TAZ depletion display partial reversal of the tumor effects of USP1 overexpression.**

(A) Western blot analysis of TAZ and USP1 expression in Flag, Flag-USP1 and Flag-USP1+shTAZ stably HIF cell lines. β-Actin was used as the internal reference.

(B) Results of RT‒qPCR to measure CTGF and CYR61 mRNA levels in Flag, Flag-USP1 and Flag-USP1+shTAZ stably HIF cell lines.

(C) TEAD response element transcriptional activity was measured via luciferase reporter assays with tandem TEAD-binding sites in indicated cell lines.

(D) At the indicated time points, a CCK-8 assay was performed to determine the viability of indicated cell lines treated as indicated.

(E-F) Colony formation (left panel) of HLF cells treated as indicated. F shows the quantitative analysis of the colony formation assay results.

(G-H) FACS analysis (left panel) was performed on HLF cells treated as indicated.

(I-J) Transwell assays was performed on HLF cells transfected treated as indicated.

(K) As indicated, images of tumors derived from nude mice injected with Flag, Flag-USP1 or Flag-USP1+shTAZ-transfected HLF cells are shown.

(L-M) Tumor volume (L) and weight (M) in nude mice injected with stably transfected with Flag, Flag-USP1 or Flag-USP1+shTAZ-transfected HLF cells.

In Panels A-J, the results are representative of three independent experiments. In Panels K-M, the results are representative of six independent experiments. The data are presented as the means ± SDs. ***P*<0.01, ****P*<0.001 (Student’s t test).

How the deposited data were processed for this re-analysis (not part of the article)

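RNA sequencing of HLF cells transfected with control siRNA (siControl) or USP1 siRNA (siUSP1) was examined, with 3 libraries per group taken at 48 h. The authors deposited FPKM values for 17484 genes per library, made by the authors before deposit and named as FPKM in the file headers. The genome build was GRCh38 per the labels of the samples, and the aligner, the quantification program and the annotation release are not given in the sources used here. FPKM divides fragments by transcript length and by the mapped fragments of a library, and no further scaling between libraries is stated. Read counts were not used here, so the depth and the counting error of each value are unknown.

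Genes with a mean FPKM of at least 1 over the 6 libraries were kept (11167 genes), and 0.1 was added before taking log2. The groups were compared with limma 3.58.1 (eBayes with a trend of the variance on the mean) in R 4.3.3, with two-sided tests and Benjamini-Hochberg adjustment over the genes tested. Gene lists were compared with the other genes by camera of limma with a preset correlation of 0.01 and adjustment over 27 lists. The Hippo component list and the lists of the KEGG pathways were also compared by Fisher's exact test at an unadjusted p under 0.001 and a fold change above 2. The background of that test was the set of genes tested, and its 10 p-values were adjusted together. It treats genes as independent. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 was used for tables, permutation tests and figures. Gene positions, transcript lengths and 3' UTRs came from GENCODE release 29, which gave a transcript length for 11106 of the genes tested (99.5%) and a 3' UTR for 11065 (99.1%).

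The lists, written from general knowledge, covered YAP/TAZ targets, Hippo components, the KEGG pathways Hippo, MAPK, TNF and NF-kappa B, proliferation, epithelial-mesenchymal transition, apoptosis, p53 targets, the Fanconi pathway and translesion synthesis, the USP family, interferon-stimulated genes, TGF-beta targets, AP-1 and immediate early genes, SRF and cytoskeleton, the unfolded protein response, hypoxia and glycolysis, cholesterol synthesis, fatty acid synthesis, oxidative phosphorylation, ribosomal proteins, histones, reference genes, and markers of hepatocytes, of fibroblasts and stellate cells, and of immune and endothelial cells. Named genes were those the paper names, the 10 largest rises and the 10 largest falls among genes past the test whose groups do not overlap and whose higher group has a mean FPKM of at least 10, and up to 3 rises and 3 falls per list. Some of these genes are not reported here. Genes named outside this rule are given as such. The gene set of the paper's GSEA and the Ingenuity Pathway Analysis were not used here.

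The alternatives were median-of-ratios scaling, quantile normalization, limma without the variance trend, limma without moderation, no filter on low values, a mean FPKM of at least 5, a pseudocount of 1, a replicate block, and leaving out each library in turn. For the lists, camera with an estimated correlation and fry of limma were added. Lists without shared members were added for the YAP/TAZ, Hippo component and KEGG lists. The range of a list's adjusted p over the alternatives includes fry, which does not compare the list with other genes. Removing each library's trend with transcript length, or with length and GC content (loess, span 0.5), was chosen after seeing the data. The procedure was tested on simulated data made from these libraries, in which 18% of genes changed by 0.5 on the log2 scale and 61% of those changed by 1 were recovered, and 3 unchanged genes were called. The simulated noise was independent between genes and had the same spread in both groups. These libraries differ, with trends shared across genes and most of the siUSP1 spread in replicate 2. The simulation thus gives no rate of false calls for the real data.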

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

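The tests of mislabelled samples, of the difference within the siUSP1 group, of mixed RNA and of the variance with the length and GC trends removed were chosen after the result was seen, as were the alternatives with the length trend or the length and GC trends removed. The lists below lie outside those the paper discusses for these libraries, though CCN2 is also in the TGF-beta list, and each passed limma's camera, as WWTR1 and YAP1 passed the test for single genes. Many members of the lists did not pass that test, as counted below.

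Of 53 proliferation genes, 26 were lower, 3 were higher and 24 did not pass the test (the same counts when adjusted over the list alone), with CCNE2 at -2.42 and RRM2 at -1.89 among the falls. The proliferation list had a median log2 fold change of -0.32 (adjusted p = 3e-06 from limma's camera, adjusted p = 0.069 with an estimated correlation, and 6.2e-08 to 0.069 over the alternatives). Among them, 5 were higher without siUSP1 replicate 2. Of 35 genes of the unfolded protein and integrated stress responses, 21 were lower, 2 were higher and 12 did not pass the test (22 lower and 3 higher when adjusted over the list alone), with SLC7A11, a cystine transporter gene, at -2.56. The stress response list had a median log2 fold change of -0.44 (adjusted p = 8.1e-06 from limma's camera, adjusted p = 0.069 with an estimated correlation, and 2.5e-07 to 0.069 over the alternatives). In this list, 5 were higher without siUSP1 replicate 2. Of 27 AP-1 and immediate early genes, 18 were lower, 3 were higher and 6 did not pass the test (19 lower and 3 higher when adjusted over the list alone), with ETV4 at -1.98 and KLF2 at 1.41. The immediate early list had a median log2 fold change of -0.53 (adjusted p = 8.4e-05 from limma's camera, adjusted p = 0.069 with an estimated correlation, and 5e-06 to 0.069 over the alternatives). Here too 5 were higher without siUSP1 replicate 2. Of 31 hypoxia and glycolysis genes, 17 were lower, 4 were higher and 10 did not pass the test (18 lower and 4 higher when adjusted over the list alone), with the glycolytic genes PFKP at -1.51 and HK2 at -1.38. The hypoxia and glycolysis list had a median log2 fold change of -0.48 (adjusted p = 0.0001 from limma's camera, adjusted p = 0.15 with an estimated correlation, and 3.1e-06 to 0.15 over the alternatives). Of 24 cholesterol synthesis genes, 11 were lower, 2 were higher and 11 did not pass the test (11 lower and 3 higher when adjusted over the list alone), with IDI1 at -1.5. The cholesterol list had a median log2 fold change of -0.27 (adjusted p = 0.0091 from limma's camera, adjusted p = 0.12 with an estimated correlation, and 0.00014 to 0.12 over the alternatives). With 1 library left out, 6 to 14 of its genes were lower and 1 to 6 were higher.

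Of 25 p53 target genes, 13 were lower, 6 were higher and 6 did not pass the test (the same counts when adjusted over the list alone), with CDKN1A at -2.44 and MDM2 at -1.28. The p53 list had a median log2 fold change of -0.35 (adjusted p = 0.036 from limma's camera, adjusted p = 0.15 with an estimated correlation, and 0.00012 to 0.29 over the alternatives). The low end came from fry, which does not compare the list with other genes. The p53 list did not pass without siUSP1 replicate 2 (adjusted p = 0.076), at a mean FPKM of at least 5 (0.29), with median-of-ratios scaling (0.057), with quantile normalization or with the length and GC trends removed (0.073). Of 28 TGF-beta target genes, 13 were lower, 9 were higher and 6 did not pass the test (15 lower and 10 higher when adjusted over the list alone), with INHBA at -1.93 and ID3 at 1.44. The TGF-beta list had a median log2 fold change of -0.35 (adjusted p = 0.022 from limma's camera, adjusted p = 0.14 with an estimated correlation, and 6.2e-05 to 0.19 over the alternatives). It did not pass without siUSP1 replicate 2 (adjusted p = 0.076) or at a mean FPKM of at least 5 (0.19) either. Of 19 fatty acid synthesis genes, 9 were lower, 4 were higher and 6 did not pass the test (10 lower and 4 higher when adjusted over the list alone), with LPIN1 at -1.40. The fatty acid list had a median log2 fold change of -0.32 (adjusted p = 0.036 from limma's camera, adjusted p = 0.15 with an estimated correlation, and 0.00016 to 0.15 over the alternatives). With 1 library left out, 1 to 7 were higher, and the list did not pass without siUSP1 replicate 2 (adjusted p = 0.084). Of 55 genes of oxidative phosphorylation, 1 was lower, 26 were higher and 28 did not pass the test (the same counts when adjusted over the list alone), with NDUFA8 at 0.86 and COX5B at 0.72 among the rises. The oxidative phosphorylation list had a median log2 fold change of 0.38 (adjusted p = 8.4e-05 from limma's camera, adjusted p = 0.67 with an estimated correlation, and 5.5e-09 to 0.67 over the alternatives). From 14 to 52 of them were higher with 1 library left out, the 52 without siUSP1 replicate 2, and with the length and GC trends removed the list did not pass (adjusted p = 0.074). Of 25 histone genes, none was lower, 20 were higher and 5 did not pass the test (the same counts when adjusted over the list alone), with H3C10 at 1.42. These are replication-dependent histone genes, whose transcripts in general, though not in every case, lack a poly(A) tail. The paper's text does not say how the RNA was selected, and recovery of such transcripts as a source of the rise was not tested. The histone list had a median log2 fold change of 0.87 (adjusted p = 0.00011 from limma's camera, adjusted p = 0.069 with an estimated correlation, and 2.6e-05 to 0.074 over the alternatives). With the length and GC trends removed it did not pass (median 0.38, adjusted p = 0.074) and 10 of its genes were higher. Reads shared within this family leave single members uncertain.

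WWTR1 and YAP1 mRNA fell in the siUSP1 cells, with log2 fold changes of -2.69 and -1.54 (adjusted p over the alternatives from 1.3e-08 to 0.0029 and from 5.6e-07 to 0.013). Against transcript length as the whole cause, both genes (2 of 2) lay below the 5th percentile of the 500 genes nearest in length (percentiles 0.2 and 3.4). Against a mislabelled sample, 0 siUSP1 libraries had a USP1 value above the lowest siControl library. A near-complete siRNA match in both transcripts had a best value of 15 of 19 bases, at the bound set for it, but this was the sense strand of the second USP1 siRNA of the methods in WWTR1, matched as well by only 0.8% of transcripts, and YAP1 had at most 13. Seed matches stay open and cannot be told apart from an effect of USP1 loss, since 1 strand, the sense strand of that second siRNA, has a seed site in both 3' UTRs, the siRNA used is not named in the paper's text, and the effect of USP1 was not tested separately. No single antisense strand has a site in both, but that of the first siRNA has one in WWTR1 and that of the second has one in YAP1. The sense site found in both genes is also in the 3' UTR of CCN1, and 1887 of the tested genes hold it. It ranked at percentile 14.2 of the 7-mers by effect in the model with covariates. Its genes differed by 0.037 with the length and GC trends removed. In other assays the paper used 2 independent USP1 siRNAs against off-target effects, and it reports lower TAZ protein, CTGF and CYR61. It also reports that TAZ overexpression restored CTGF and CYR61. Those assays were made on other samples than these libraries.

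Short transcripts were higher and long transcripts lower in the mean of the siUSP1 libraries (Spearman rho -0.24 with transcript length) and in the mean of replicates 1 and 3 (-0.35), but not in replicate 2 (0.11). The same trend separated libraries within a group, since the difference of siUSP1 replicate 2 from replicates 1 and 3 had a Spearman rho of 0.64 with transcript length across genes, which are not independent replicates. This is consistent with a difference between libraries as a source of part of the trend, and an effect of USP1 loss stays open. GC content cannot be told apart from length as the source of the whole trend, since the partial rho of the fold change with length given GC content was -0.12 against -0.24 without it, between the bounds set, while that with GC content given length was 0.35 against 0.40. No biological explanation was tested.

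On the first principal component, siUSP1 replicate 2 (0.18) lay between the other siUSP1 libraries (0.49 and 0.51) and the siControl libraries (-0.45 to -0.34), and on the second it lay apart from all of them (-0.87). In the fifth of genes with the longest transcripts its median against siControl was 0.24, past siControl, and that of replicates 1 and 3 was -0.34. Against siControl RNA mixed into it, the median shift towards siControl was 0.12 (interquartile range 0.15) at genes at least 4-fold lower in replicates 1 and 3, and 0.51 at genes 1.5-fold to 2-fold lower. At single genes the shift was 0.03 for USP1, -0.01 for CCN2, -0.02 for CCN1 and 0.04 for WWTR1. It was 0.16 for CDH2, 0.23 for YAP1 and 0.66 for MKI67. Length alone cannot be told apart from other sources of the difference. Removing the length trend lowered replicate 2's share of the group's spread by 4.3%. By the bound set beforehand, so small a fall counted against length. But this share moved little even where the variance halved (below), so that bound was set aside after the result was seen and is taken to decide nothing. The variance within the group went from 0.095 to 0.064 with the length trend removed. With the length and GC trends removed, the variance within the siUSP1 group fell by 50.1% (from 0.095 to 0.048), just past the bound written for it, which may point to both trends for part of the difference. Replicate 2 still carried 83.4% of the spread then, against 91.6% before, and no biological explanation was tested.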

How the results depend on the processing

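Removing the length trend, or the length and GC trends, and the count of siUSP1 strands with lower site genes were chosen after seeing the data. The cause was not tested for any change below.

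USP1, CCN2, CCN1, AMOTL2, WWTR1 and YAP1 passed the test with a negative log2 fold change in all 16 alternatives. Of 134 named genes that passed, 117 to 134 passed in the same direction per alternative (all 106 tested at a mean FPKM of at least 5), and none was reversed. Most of these were picked by the size of their change in these data, so their share is not that of all genes called. Of all 5540 genes called, 3830 (replicate block) to 5540 (without siUSP1 replicate 2) passed in the same direction per alternative. Without 1 library, 1579 (siControl replicate 3) to 3941 (siUSP1 replicate 2) genes were lower, and 2363 to 4648 were higher. Genes higher at the paper's thresholds numbered 358 at a mean FPKM of at least 5 and 355 with pseudocount 1, against 540. With the replicate block, 2264 genes were higher and 1568 lower, and 3830 of these 3832 genes also passed without it. The deviations of same-numbered replicates from their group means correlated at -0.55, -0.48 and 0.19 across genes. Those of siControl replicate 1 and siUSP1 replicate 2 correlated at 0.6. siUSP1 replicate 2 carried 91.6% of the spread in its group, so these correlations cannot show whether the numbers pair the samples.

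With an estimated correlation, no list passed the test, with medians of -1.05 for YAP/TAZ targets (adjusted p = 0.14), -0.30 for Hippo components (0.56), -0.11 for KEGG Hippo (0.35), -0.28 for TNF (0.069) and -0.14 for NF-kappa B (0.081), and 0 of the other gene lists against 10. These were the highest adjusted p-values over the alternatives of each list, and in the others these 5 lists passed. With fry, the MAPK list (median -0.09) passed, as did the lists of epithelial-mesenchymal transition, apoptosis, the cytoskeleton and fibroblasts, which camera did not call. Leaving out shared members, done for the YAP/TAZ, Hippo component and KEGG lists only, changed no call. With the length and GC trends removed, 0 siUSP1 strands had lower site genes, against 4.

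The reversed results were all among genes and lists that did not pass the test. For USP36 they were -0.07 with median-of-ratios scaling and -0.03 with the length and GC trends removed, and -0.03 to 0.03 with 1 library left out. For RPS16 they were -0.07 with median-of-ratios scaling, -0.14 with quantile normalization, -0.35 with the length trend removed and -0.52 with the length and GC trends removed, the last 3 past the test, and -0.07 to 0.17 with 1 library left out. RPLP0 was at -0.05 with the length and GC trends removed. The USP family list was reversed with fry (median -0.11) and with the length and GC trends removed (0.11), and the ribosomal list with the length trend removed (-0.01) and with the length and GC trends removed (-0.04, past the test). The hepatocyte list was reversed without a filter (0.13). The immune and endothelial list was at -0.01 with quantile normalization, -0.06 without a filter, -0.03 with the length trend removed and -0.21 with the length and GC trends removed. With 1 library left out it ran from 0.02 to 0.24, the interferon list from 0.01 to 0.1 and the reference genes from 0.0 to 0.13.

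Of 10 splits of the 6 libraries into groups of 3, only 1, the real one, called as many as 5540 genes, and the highest other called 0. Each other split mixes siControl and siUSP1 libraries, so the difference between the groups counts there as spread within a group. A low count in those splits was thus set in advance and decides nothing on chance. With 10 splits the share is also never under 0.1, too few for a share under 0.05. Depth is unknown, so it sets no limit that can be given here.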

Differences from the paper's values

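At the paper's thresholds, with the p taken as unadjusted, 540 genes were higher (540 also with it adjusted) in siUSP1 cells, against the paper's about 870 in Fig. 1H, read by eye. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's, the bound used for counts, with no filter on low values (725), without siControl replicate 2 (588) and without siUSP1 replicate 2 (707), and outside it with all others. The log2 fold change of CCN1 was -1.98, against the paper's about -1.9 in Fig. 1H, read by eye, a gap larger than the replicate SD, the bound used for fold changes, which leaves out the error of the reading. A second reading, made after this value was seen and not used, lay within that bound. With a pseudocount of 1 (-1.93) the gap was within that bound, and with all others it was not. The count of lower genes (699, against the paper's about 870 in Fig. 1H, read by eye) was within its bound, but not at a mean FPKM of at least 5 (515) or with a pseudocount of 1 (516). CCN2 was within the replicate SD of the value read in Fig. 1H, but not with median-of-ratios scaling (-3.1) or a pseudocount of 1 (-2.8), and USP1 was within it in all of these alternatives.

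The legend of Fig. 1H and the discussion state that CTGF and CYR61 rose on USP1 depletion, while the results text states that they were inhibited. Here CCN2 and CCN1 had log2 fold changes of -3.02 and -1.98. The paper reports that RT-qPCR detected no significant change in TAZ mRNA (Fig. 2B), and here WWTR1 was 6.46-fold lower. It states that YAP protein was unaffected, and here YAP1 mRNA, a different measure, was 2.91-fold lower. ASAP1, which the paper names for a positive correlation with USP1 in TCGA tumors and not for these libraries, did not pass the test here. It did with median-of-ratios scaling, with quantile normalization and without siUSP1 replicate 2, and with the length trend or the length and GC trends removed, which were chosen after seeing the values and dropped none of USP1, CCN2, CCN1 and AMOTL2. With these trends removed its log2 fold change was smaller, at -0.3 and -0.2, against -0.47.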

Other observations

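The test of the TAZ primers, the count of siUSP1 strands with lower site genes, the alternatives with trends removed and the naming of TAFAZZIN were chosen after the result was seen.

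Genes that the paper measures by other assays, uses as references or discusses were examined. CDH2 (N-cadherin) went from 41.7 ± 2.46 to 13.2 ± 2.81 FPKM (SD, n = 3 each), with a log2 fold change of -1.68 (adjusted p = 0.0003 from limma). The 3' UTR of CDH2 holds a seed site of the antisense strand of the first USP1 siRNA of the methods. CDH1 (E-cadherin) was under the filter, at 0.137 ± 0.0208 FPKM (SD, n = 3) in siControl and 0.103 ± 0.0603 FPKM (SD, n = 3) in siUSP1 cells. MKI67 fell by 0.65 on the log2 scale (adjusted p = 0.019 from limma, and 3.6e-06 to 0.077 over the alternatives), but did not pass without moderation or without siControl replicate 1 or 3 or siUSP1 replicate 1 or 3, and was at -0.4 with the length and GC trends removed. OTUB1 was at 0.53 (adjusted p = 0.014) and did not pass without moderation or without siControl replicate 1 or siUSP1 replicate 3, and was at 0.2 with the length and GC trends removed. USP36 was at 0.01 (adjusted p = 0.93 from limma). Of the reference genes of the paper, ACTB was at 0.48 (adjusted p = 0.026) and passed in 8 of 16 alternatives, among the left-out libraries only without siUSP1 replicate 2, and was at 0.16 with the length and GC trends removed. RPLP0 (36B4) was at 0.33 (adjusted p = 0.13) and passed with quantile normalization (0.044), with the length trend removed (0.032) and without siUSP1 replicate 2 (adjusted p = 0.0001, and 0.0001 to 0.36 over the alternatives). RPS16, whose protein is tied to USP1 by work the paper cites, was at 0.01 (adjusted p = 0.95) and was negative under both scalings.

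Of 18 genes of epithelial-mesenchymal transition, 7 were lower, 3 were higher and 8 did not pass the test (the same counts when adjusted over the list alone), with KRT18 at -0.90. The transition list had a median log2 fold change of -0.29 (adjusted p = 0.077 from limma's camera, adjusted p = 0.2 with an estimated correlation, and 0.00016 to 0.2 over the alternatives). With quantile normalization it passed (adjusted p = 0.027), and without siUSP1 replicate 2 (adjusted p = 0.042), with 12 lower and 5 higher, and without siControl replicate 2 only 4 were lower. Of 39 apoptosis genes, 14 were lower, 16 were higher and 9 did not pass the test (14 lower and 17 higher when adjusted over the list alone), with BMF at 1.76 and XIAP at -1.74. The apoptosis list had a median log2 fold change of 0.15 (adjusted p = 0.75 from limma's camera, adjusted p = 0.82 with an estimated correlation, and 0.031 to 0.93 over the alternatives). Camera pointed down, as did the mean of -0.05, and 10 were higher without siControl replicate 1. Of 36 genes of the Fanconi pathway and translesion synthesis, 10 were lower, 3 were higher and 23 did not pass the test (8 lower and 2 higher when adjusted over the list alone), with RAD18 at -0.78. The Fanconi list had a median log2 fold change of -0.08 (adjusted p = 0.19 from limma's camera, adjusted p = 0.69 with an estimated correlation, and 0.11 to 0.69 over the alternatives). Its lower genes numbered 5 to 17 and its higher genes 2 to 9 with 1 library left out. Of 44 genes of the USP family, 8 were lower, 10 were higher and 26 did not pass the test (7 lower and 10 higher when adjusted over the list alone), with USP14 at -1.44 and USP21 at 1.12. The USP family list had a median log2 fold change of -0.11 (adjusted p = 0.5 from limma's camera, adjusted p = 0.88 with an estimated correlation, and 0.054 to 0.99 over the alternatives). The lower ones numbered 4 to 25 with 1 library left out. Of 37 interferon-stimulated genes, 7 were lower, 11 were higher and 19 did not pass the test (the same counts when adjusted over the list alone), with IFI44L at -1.44 and MX1 at 1.02. The interferon list had a median log2 fold change of 0.04 (adjusted p = 0.88 from limma's camera, adjusted p = 0.89 with an estimated correlation, and 0.07 to 0.98 over the alternatives). Leaving out 1 library gave 3 to 14 lower and 6 to 14 higher genes. Of 27 SRF target and cytoskeleton genes, 5 were lower, 13 were higher and 9 did not pass the test (6 lower and 14 higher when adjusted over the list alone), with CNN1 (calponin) at 2.63 and TPM1 at -0.87. The cytoskeleton list had a median log2 fold change of 0.42 (adjusted p = 0.2 from limma's camera, adjusted p = 0.74 with an estimated correlation, and 0.0032 to 0.74 over the alternatives). Of the cytoskeleton genes, 9 were lower without siUSP1 replicate 2.

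An off-target effect of the siRNA seeds was tested as a hypothesis. Genes with a 3' UTR site of a siUSP1 strand had medians that differed by -0.257 to -0.306 from those of other genes, for all 4 strands (permutation test, two-sided, adjusted p = 1.5e-05). The unadjusted p of 1e-05 is the smallest that 100000 permutations can give. With 3' UTR length, AU content and transcript length in the model, with their squares added beyond the test as first written, the lowest antisense site ranked at percentile 7.4 of 16170 7-mers by effect, and at 5.0 by effect over its error, which argues against a seed effect as the source of this difference, narrowly. With the length and GC trends removed, the differences were 0.012 to 0.051. Genes with a site of the siControl sense strand were higher by 0.168 (permutation test, adjusted p = 0.00035), and by 0.204 with both trends removed, and this site ranked at percentile 100.0 of the 7-mers by effect (0.222) and at 99.8 by effect over its error.

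A candidate explanation for the difference between RT-qPCR and RNA sequencing at WWTR1 lies in the printed TAZ primers. Exact matches of either primer were found in 0 of 12 WWTR1 transcripts (best 13 and 14 of 21 bases), among 206694 transcripts searched. Both matched TAFAZZIN, a gene formerly also named TAZ, with a 95-base amplicon in 8 transcripts, and the CTGF, CYR61, USP1 and 36B4 pairs matched their genes. TAFAZZIN went from 14.4 ± 0.663 to 21.3 ± 4.72 FPKM (SD, n = 3 each), with a log2 fold change of 0.54 (adjusted p = 0.035 from limma, and 1.1e-05 to 0.11 over the alternatives, of which 6 passed). The printed sequences may differ from those used, which was not tested.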
